# Amino Acid and Carbohydrate Metabolism Are Coordinated to Maintain Energetic Balance during Drought in Sugarcane

**DOI:** 10.3390/ijms21239124

**Published:** 2020-11-30

**Authors:** Augusto Lima Diniz, Danielle Izilda Rodrigues da Silva, Carolina Gimiliani Lembke, Maximiller Dal-Bianco Lamas Costa, Felipe ten-Caten, Forrest Li, Romel Duarte Vilela, Marcelo Menossi, Doreen Ware, Lauricio Endres, Glaucia Mendes Souza

**Keywords:** plant stress, transcriptome, co-expression network, tricarboxylic acid cycle, TFBS

## Abstract

The ability to expand crop plantations without irrigation is a major goal to increase agriculture sustainability. To achieve this end, we need to understand the mechanisms that govern plant growth responses under drought conditions. In this study, we combined physiological, transcriptomic, and genomic data to provide a comprehensive picture of drought and recovery responses in the leaves and roots of sugarcane. Transcriptomic profiling using oligoarrays and RNA-seq identified 2898 (out of 21,902) and 46,062 (out of 373,869) transcripts as differentially expressed, respectively. Co-expression analysis revealed modules enriched in photosynthesis, small molecule metabolism, alpha-amino acid metabolism, trehalose biosynthesis, serine family amino acid metabolism, and carbohydrate transport. Together, our findings reveal that carbohydrate metabolism is coordinated with the degradation of amino acids to provide carbon skeletons to the tricarboxylic acid cycle. This coordination may help to maintain energetic balance during drought stress adaptation, facilitating recovery after the stress is alleviated. Our results shed light on candidate regulatory elements and pave the way to biotechnology strategies towards the development of drought-tolerant sugarcane plants.

## 1. Introduction

The economic importance of sugarcane goes beyond the production of sugar and biofuels. Interest in studying this crop has increased due to the renewed perception that it can be used for a wide variety of processes, such as the production of polymers through bioprocessing [1]. Brazil plans to expand sugarcane cultivation to pasture areas, a move that satisfies several sustainability criteria but presents challenges because those areas are often affected by stresses such as drought [2,3,4]. Lack of rain can cause losses from 6.3% up to 40% in sugarcane fields, depending on the water shortage [5,6,7], and resulted in extended drought seasons for pasture lands in the center-west and northeast of Brazil [8]. There is a large potential to expand sugarcane production in Latin America, the Caribbean, and Africa, with significant mitigation of greenhouse gas emissions if only 1% of pasturelands were used [9]. But considering future climate changes, it is important that these strategies are accompanied by the development of more resilient crops.

Water deficit affects crop production [10,11] by impeding the plant’s life cycle [12], and requires that the plant undergo rapid, complex, yet coordinated changes in gene expression to ensure its own survival [13]. Drought stress response is a complex system involving optimization of plant growth and survival integrated at several levels [14,15,16,17]. A wide array of hormones, including abscisic acid (ABA), ethylene, and auxin work cooperatively in response to biotic and abiotic stresses, and crosstalk between these pathways has been reported [18,19]. In a previous study, we analyzed the gene expression of sugarcane leaves after 24, 72, and 120 h of water privation [20]. At 24 h, genes related to signal transduction, transporters, DNA metabolism, and protein metabolism were differentially expressed. After 72 h, enrichment in several functional categories reflects modifications of redox, cell wall, and carbohydrate metabolism. After 120 h of stress, RNA and DNA metabolism, which were altered at the early stages of adaptation, return to their original levels. Signal transduction is still altered, possibly to maintain activation of the stress response. At this late stage, various energy pathways are altered (light-harvesting, carbohydrate metabolism, oxidative phosphorylation, and lipid metabolism).

Amino acid and carbohydrate metabolism play important roles in biological cell adaptation [21,22,23]. Carbohydrates are substrates for energy production, osmoregulation, and osmoprotection in drought responses linking growth, development, and carbon status [24]. Amino acids, the building blocks of proteins, play roles in compound biosynthesis, signaling, and stress responses [25]. In plants, the cellular levels and concentration of free amino acids are tightly regulated by metabolic and developmental factors. Their degradation contributes not only to osmotic adjustment, but also to the energy state of the plant, providing a link between carbon and nitrogen metabolism [25]. This connection, which allows plants to cope with suboptimal conditions such as water privation, may be mediated through the tricarboxylic acid (TCA) cycle, the central metabolic cycle of most organisms [17,26].

The links between energetic, amino acid, and sugar metabolism that are coordinated by hormonal changes have not been extensively studied, especially in sugarcane. Until recently, the absence of a reference genome sequence for RNA-seq analysis hampered molecular studies in sugarcane. In the meantime, RNA-seq analysis for sugarcane was performed based on de novo assembly of transcript reads [27,28,29,30,31,32,33,34]. Modern sugarcane cultivars are polyploids, a result of interspecific hybridizations between *S. officinarum* and *S. spontaneum*, as well as other *Saccharum* species and varieties. Due to the sheer genome size (estimated to be 10 G [35,36]), the complex genetic nature of the sugarcane genome, and the release of new sequencing technologies, the first assemblies have been made publicly available only recently: a draft reference genome sequence from the commercial hybrid SP80-3280 [37]; a sequence of a mosaic monoploid from variety R570 [38]; and allele-defined assemblies from the *S. spontaneum* genotype AP85-441 [39], the gene space of *S. spontaneum* [40], and the commercial hybrid SP80-3280 [41]. The latter contains over 373,000 gene models and a wide diversity of homo(eo)logs and regulatory regions.

In this study, we sought to provide a comprehensive view of sugarcane drought responses by analyzing gene expression changes, combining oligoarray and RNA-seq data, using the SP80-3280 gene space [41] as a reference for transcriptome assembly. In addition, we explored the physiological alterations of drought-stressed plants and their manifestations in co-expression networks. Our results suggest that ABA-mediated coordination of carbohydrate metabolism and amino acids degradation provides carbon skeletons to the TCA cycle which plays an important role in maintaining an energetic balance for drought stress adaptation and enables recovery after the stress is alleviated.

## 2. Results

### 2.1. Main Findings of Sugarcane Response to Drought

We performed several drought experiments, in greenhouse and field conditions, in which five sugarcane varieties were subjected to periods without irrigation. The SP90-1638 and RB85-5536 sugarcane varieties cannot be efficiently cultivated in soils with low water retention capacity, and are considered by the Brazilian breeding programs to be sensitive to water stress. Variety RB86-7515 exhibits high agro-industrial productivity (both sugar and biomass), high adaptability, and stability in soils with low natural fertility and soil with low water retention capacity. RB92-579 produces well under water deficit conditions and recovers quickly after stress, and is therefore considered to be tolerant to drought. Variety SP80-3280 is also considered sensitive to water stress, but still ranks among the top 20 sugarcane varieties grown in the state of São Paulo, Brazil, and is being used as a genitor in Brazilian breeding programs. In addition, it is not only a model for large-scale genomic analyses, but also the cultivar with the largest collection of transcriptomics data available [42], and its gene-space assembly includes a large fraction of homo(eo)logs with putative regulatory regions [41].

Samples from leaf, immature internodes, and roots were collected and gene expression was evaluated in oligoarray, RNA-seq, and/or qRT-PCR experiments, as indicated in Figure 1. 

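The oligoarray data described here come from the greenhouse-grown sugarcane plants and comprise 12 dual-colour arrays. On each array, RNA of stressed or re-watered plants was hybridized together with RNA of irrigated plants of the same tissue and day, so that every array gives a ratio of stressed over irrigated plants for each probe. There were 6 groups, namely leaf and root at 4 days without irrigation, at 6 days without irrigation, and 2 days after water was given again, with 2 arrays in each. The 2 arrays of a group hold different plants and are biological replicates. In replicate 1 the stressed plants were labelled with Cy5 and in replicate 2 with Cy3, so the replicate and the orientation of the dyes cannot be told apart. Leaf and root arrays with the same replicate number and day share their plants. The descriptions of the 4 re-watering arrays name another cultivar number than their other labels and the paper, and the arrays were taken as the paper's cultivar. The authors deposited the scanner output of each array with the intensities of each spot in Cy3 and Cy5 before normalization, and a table of log2 ratios. The scanner intensities were corrected for background with normexp (offset 50), normalized within each array by loess, and averaged over the repeated spots of a probe. Leaf arrays had between 5652 and 7160 probes well above background in both channels, and root arrays between 9693 and 10862. A probe was kept when it was well above background on both arrays of at least 1 group in the channel of the stressed or of the irrigated plants, which held for 11977 probes. All 12 arrays entered 1 linear model in limma with a coefficient for each of the 6 groups, which leaves 6 residual degrees of freedom, and the number of arrays limits the precision of every value. Across probes, which are not replicates, the log2 ratios of the 2 replicates had a Pearson correlation of 0.798 in leaf and 0.773 in root after 6 days, and of 0.651 in leaf after re-watering. The correlation was 0.36 in root after 4 days, 0.078 in root after re-watering and -0.132 in leaf after 4 days. SAS identifiers and annotations were taken from the first 1394 of the 17012 rows of Supplementary Table S2, so most probes are known only by their probe name. The field-grown plants and the RNA-seq libraries were not analysed here.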

The main findings with regard to response to drought conditions are summarized in Table 1.

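A probe of the arrays from greenhouse-grown plants was taken as differentially expressed when its adjusted p from limma (Benjamini-Hochberg, within each comparison of stressed with irrigated plants) was under 0.05. After 4 days of water privation, 21 probes were differentially expressed in leaves, 7 of them higher and 14 lower than in irrigated plants. In roots there were 274 at the same time, 212 higher and 62 lower. After 6 days, 2257 probes were differentially expressed in leaves, 1084 higher and 1173 lower, and 1050 in roots, 422 higher and 628 lower. After re-watering, 135 probes differed in leaves, 99 higher and 36 lower, and 1 probe, GS1_SS_12123_03618, was lower in roots. In total, 3175 distinct probes of 3140 SAS were differentially expressed in at least 1 of the 6 comparisons, of which 2709 were found in 1 comparison, 379 in 2 and 87 in 3 or more. Sense probes made up 3088 of them. With the replicate number as a block, 204 probes differed in re-watered leaves. With the plants that gave both leaf and root as a block, an alternative chosen after seeing the data, limma found 0 in leaves after 4 days, where 683 had an unadjusted p under 0.05, 101 in roots after 4 days and 22 in re-watered leaves. Single arrays decided several counts. Without replicate 1 of the same group, 8 probes were found in leaves after 4 days, 18 in roots after 4 days and 142 in roots after 6 days, and without replicate 2 of leaf at 6 days 984 were found there. In roots after 4 days, more probes were higher than lower with replicate 1 or replicate 2 of the group left out. The share of higher probes was then smaller than with all arrays, and smallest without replicate 2. Whether more probes were higher or lower after 6 days also depended on single arrays. Without replicate 2 of its group, 244 were higher and 129 lower in roots, 344 of them shared in the same direction with the full set. In leaves 537 were higher and 528 lower without replicate 1, and 533 and 451 without replicate 2, with 1000 and 955 shared. Without replicate 1 of its group, limma found 0 in re-watered leaves, where 1477 probes had an unadjusted p under 0.05 with all arrays, and 0 in re-watered roots, where 1266 had one. Without replicate 2 of leaf at 6 days, the total fell to 1821 probes. Without replicate 2 of root re-watering it was 3824, and the root re-watering comparison then held 763 probes. Of the alternatives tried, median centring of each array in place of loess moved the total most, to 1 probe.

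**Figure D1:**
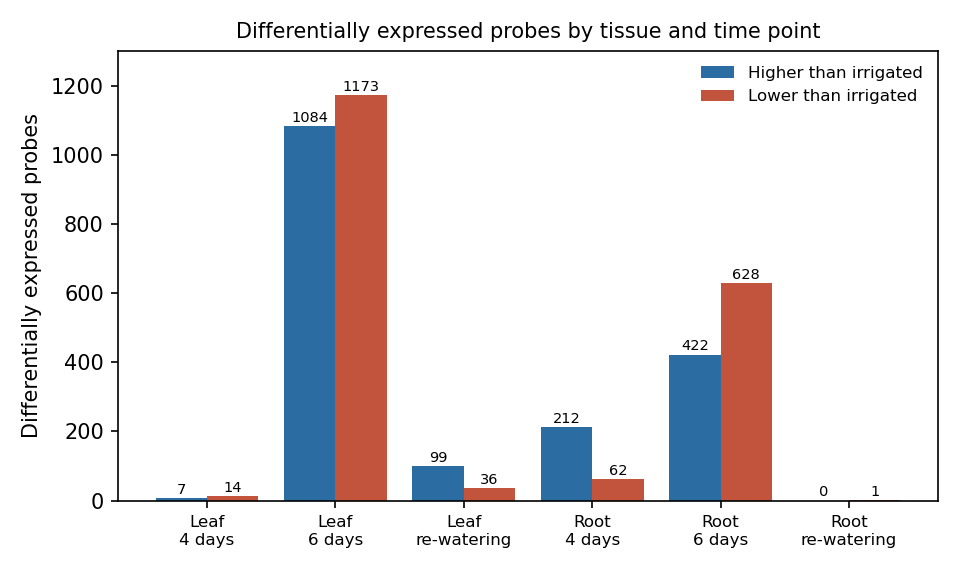
Number of differentially expressed probes (vertical axis) in each tissue and time point (horizontal axis), with blue bars for probes higher and red bars for probes lower than in irrigated plants, from 2 arrays per group. The tallest bars are those of leaves after 6 days, with 1084 and 1173 probes, and the smallest count is that of roots after re-watering, with a single lower probe.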

In the oligoarray experiments, we identified 2,898 differentially expressed genes (DEGs) (with overlap among experiments) and 17,012 significantly expressed genes (Figure 1). RNA-seq was conducted only for variety SP80-3280 after a drought experiment in a greenhouse under controlled conditions. Using the SP80-3280 genome reference [41], the average mapping rates of reads from leaf and root samples were 82.35% and 25.83%, respectively. When libraries from both tissues are considered together, a total of 238.8 million reads were mapped onto the SP80-3280 reference genome (Supplementary Table S1). Unaligned reads from root libraries were aligned back to a compendium of 339,873 sequences, including representative genomes of prokaryotes and fungi, as well as all virus genomes available at RefSeq [43]. The alignment rate of the aforementioned unmapped reads was 35.2%, increasing the overall fraction of aligned reads to 53.2%. Bacteria were the leading taxonomic group in both control and drought conditions, representing 97% and 92% of the reads respectively (Supplementary Figure S1). Approximately 60% of the reads obtained under drought conditions correspond to genera *Burkholderia* and *Actinoplanes*. We also detected reads corresponding to the sugarcane yellow leaf virus (ScYLV) and the fungal genus *Fusarium* in drought condition libraries, possibly indicating that variety SP80-3280 is susceptible to these pathogenic species under water deprivation.

### 2.2. Co-Expression Analysis Reveals Four Modules Correlated with Drought and a Potential Role for VQ Proteins in Sugarcane Drought Responses

To identify a common mechanism underlying the molecular responses of sugarcane to drought conditions, we generated co-expression networks based on expression level above background in all of the oligoarray experiments. A total of 17,012 genes (Supplementary Table S2) that were significantly expressed in the oligoarray experiments were subjected to an unsupervised filtering method based on the inverse gamma distribution from the CEMITool R package [44]. The 5,383 genes that passed the filtering criteria were used, and 588 genes were classified into six modules of 224 (M1), 105 (M2), 102 (M3), 58 (M4), 57 (M5), and 42 (M6) genes (Figure 2A and Supplementary Table S3). Modules M1, M3, M4, and M6 were significantly correlated with drought treatment (Figure 2B); the most enriched GO terms in each module were ‘photosynthesis’ (M1), ‘alpha-amino acid metabolic process’ (M3), ‘trehalose biosynthetic process’ (M4), and ‘carbohydrate transport’ (M6) (Supplementary Table S4).

Module M1, the major set of co-expressed genes correlated with ‘photosynthesis’, was also enriched for the GO categories ‘photosynthesis light reaction’, ‘plastid organization’, ‘oxidation-reduction process’, and ‘carbon utilization’. 

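Among the probes that were differentially expressed after 6 days without irrigation, the median size of the log2 ratio was 1.30 in leaves and 1.37 in roots. A change of at least 2-fold was reached by 1547 of them in leaves and by 761 in roots. The tissues shared 239 differentially expressed probes at this time point, 187 of which changed in the same direction. Among sense probes well above background in both channels, ranks were taken by the mean of the 2 replicates. The largest rise in leaves was that of GS1_SS_14164_13949, with a log2 ratio of 6.26 (standard error 0.47, limma adjusted p = 5.18e-05) and 7.18 and 5.33 in the replicates, which was saturated in the stressed channel of 1 array and not the largest in replicate 2. The largest fall in leaves was that of SCJFRT1007H07.g (probe GS1_SS_20498_19027), a SAS that Supplementary Table S2 lists under lipoxygenase and jasmonic acid, with a log2 ratio of -5.75 (standard error 0.918, limma adjusted p = 0.00249) and -4.65 and -6.85 in the replicates. This probe was no longer past the threshold without replicate 2 of the group or after median centring. The probe GS1_SS_25775_17841 fell by 5.54 on the log2 scale (standard error 0.398, limma adjusted p = 4.31e-05), and in replicate 1, at -5.10, it lay below that SAS. In roots, the largest rise was that of GS1_SS_13683_17635, with a log2 ratio of 7.34 (standard error 0.82, limma adjusted p = 0.00134) and 1 saturated array among the stressed plants. Its replicates were at 9.15 and 5.52, and in replicate 2 it was not the largest. The largest fall was that of GS1_SS_12123_03618, with a log2 ratio of -6.35 (standard error 0.384, limma adjusted p = 0.000197) and 1 saturated array among the irrigated plants. Its replicates were at -5.77 and -6.93, and it was not the largest in either replicate alone. Gene Ontology categories were not tested here, because only part of the annotation was at hand.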

After six days of water privation (severe stress), SP80-3280 DEGs identified by oligoarray analysis were enriched in the categories ‘chloroplast relocation’, ‘regulation of stomatal movement’, and ‘water transport’ (Supplementary Figure S2). These results corroborate the physiological parameters of SP80-3280 plants under drought conditions (i.e., after 4 and 6 days of water privation) (Figure 3). The first category (‘chloroplast relocation’) may indicate an attempt of the plant to increase photosynthetic efficiency even at low carbon fixation, and the second (‘regulation of stomatal movement’) reflects physiological observations of near-complete closure of stomata at this time point.

Furthermore, oligoarray data from SP80-3280 revealed enrichment of Gene Ontology terms ‘plastid’, ‘thylakoid’, ‘photosynthesis’, and ‘chloroplast’ among genes down-regulated during severe stress (Supplementary Table S5). This reflects the physiological status of the plant, which exhibited a photosynthetic rate of 0.15 µmol CO_2_ m^−2^ s^−1^ under this condition (Figure 3). 

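Of the sense probes kept, 4 carried an annotation of the photosynthetic apparatus in the part of Supplementary Table S2 at hand, and 3 of these were differentially expressed in leaves after 6 days, all lower than in irrigated plants. The photosystem II 22 kDa protein (CP22, SCAGFL1086E09.g) had a log2 ratio of -4.07 (standard error 0.613, limma adjusted p = 0.00181), with -3.33 in replicate 1 and -4.82 in replicate 2. It was not past the threshold without replicate 2. The chlorophyll a-b binding protein CP26 (SCCCLR2C02D12.g) had a log2 ratio of -3.13 (standard error 0.396, limma adjusted p = 0.00113), with -2.54 and -3.72 in the 2 replicates. Both probes were saturated in the irrigated channel of 1 array. The chlorophyll a-b binding protein E (SCSGFL1084G01.g) had a log2 ratio of -1.43 (standard error 0.159, limma adjusted p = 0.000383), with -1.53 and -1.32 in the 2 replicates. Each of these 3 probes stayed below 0 under every alternative tried, but none was past the threshold after median centring in place of loess. The remaining probe, an FtsH-like protein (SCEQRT1029D05.g), had a log2 ratio of 0.97 (standard error 0.469, limma adjusted p = 0.207) and differed between the replicates, with 1.82 and 0.11. It was saturated in the stressed channel of 1 array. From the enrichment of photosynthesis terms among the down-regulated genes, the paper states that expression reflects the physiological status of the plant, with its low photosynthetic rate.

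**Figure D2:**
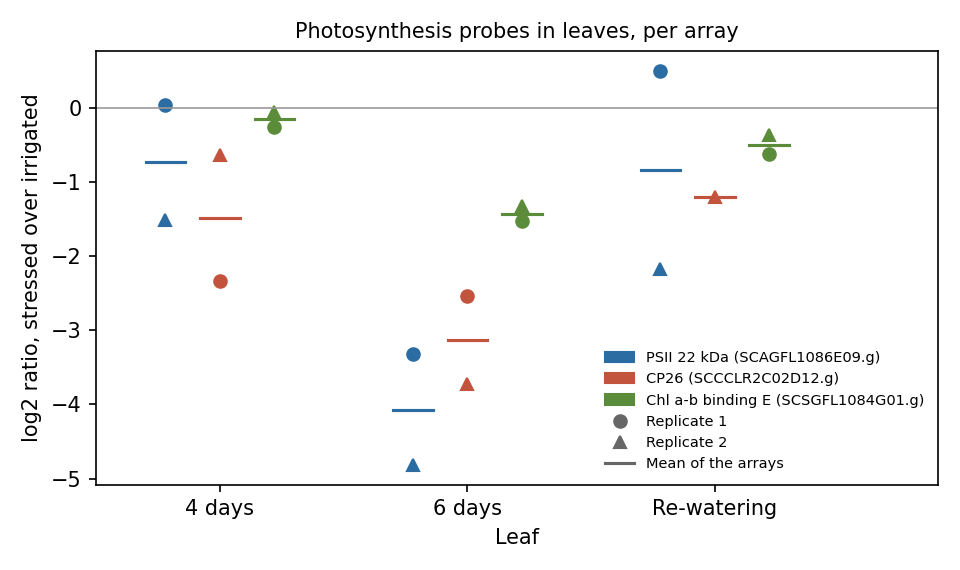
Log2 ratio of stressed over irrigated leaves (vertical axis) of the 3 probes at 4 days, 6 days and re-watering (horizontal axis), with circles for replicate 1, triangles for replicate 2 and a line at the mean of the arrays. All 6 points at 6 days lie between -4.82 and -1.32, whereas those of CP22 after re-watering lie at 0.50 and -2.17, and CP26 has a value on 1 array only after re-watering.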

Transcripts related to the light reaction of photosynthesis were highly down-regulated, as were transcripts related to most of the Calvin cycle. The exceptions to the latter were the pentose phosphate pathway and the biosynthesis of fructose-6-phosphate, which feeds glycolysis (RNA-seq data, Supplementary Figure S3) and consequently, the TCA cycle for energy production. In addition, RNA-seq data showed that transcripts coding for 41 enzymes involved in amino acid degradation were differentially expressed due to drought (Figure 4). The impact of drought on the expression of genes related to carbohydrate and amino acid metabolism in the TCA cycle will be further addressed in the Section 3 (Section 3.3 and Section 3.4, respectively).

Some of the results presented in the flowchart in Figure 1 were expected, e.g., the changes in photosynthesis and stomatal movements, which were observed by measuring the photosynthesis rate and stomatal conductance (Figure 3). A total of 11 genes related to photosynthesis (GO:0015979) appear in the co-expression module M1, and 18 of the co-regulated genes are involved in translation (GO:0006412). Eleven genes with no annotation were also co-regulated in this module, providing insights into their functions.

In addition to the enrichment of ‘trehalose biosynthetic process’, module M4 also exhibited enrichment of genes related to hormones (Supplementary Table S4). The use of the GLay tool [45] allowed the identification of clusters of highly connected nodes (genes) within the network enabled us to distinguish four clusters within M4. Cluster 1 (orange) includes transcripts responsive to ethylene and auxin; cluster 2 (blue) contains transcripts responsive to ABA; cluster 3 (yellow) contains only four transcripts but with one as top node (i.e., a node with high betweenness); and cluster 4 (red) contains transcripts related to ABA and sugars (Figure 5).

The top nodes in the M4 network include a ‘calmodulin-related touch-induced’ (SCEQLR1029C10.g) and a ‘VQ motif-containing 4-like’ (SCSBLB1036B03.g); the latter is central in the network (Figure 5), but not differentially expressed in any of the oligoarray experiments (Supplementary Table S6). However, the RNA-seq results revealed 32 other VQ motif genes that did not correspond to SCSBLB1036B03.g and were differentially expressed in leaves after 6 days of drought (Supplementary Table S7). In addition, we found the up-regulation of 141 transcripts of WRKY TFs in leaves, versus only 3 (and no VQ motif proteins) in roots. Furthermore, all sugarcane VQ motif proteins induced were predicted in silico (using BaCelLo [47]) to contain nuclear localization signals (Supplementary Table S8). This is interesting because it suggests VQ motif proteins and WRKY TFs are both colocalized and up-regulated in sugarcane under drought stress.

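The VQ motif-containing SAS (SCSBLB1036B03.g, probe GS1_SS_15866_10861) was well above background in both channels of all 12 arrays. Its log2 ratio was 0.80 in leaves after 4 days, 0.76 after 6 days and -0.64 after re-watering, each with a standard error of 0.491. In roots it was 0.27, 0.62 and 0.68 at the same times. None of these was past the threshold in limma, with adjusted p between 0.363 and 1. The lowest adjusted p under any alternative, in any of the 6 comparisons, was 0.176. The 2 replicates in leaves after 4 days gave -0.23 and 1.83, so this ratio changes sign when replicate 2 is left out. The ratio of roots after 6 days became -0.48 under median centring, and that of roots after 4 days became -0.25 without replicate 1. Averaged over leaf and root at 4 and 6 days, the log2 ratio was 0.61 (standard error 0.245, limma adjusted p = 0.128), and without replicate 1 of leaf at 4 days the adjusted p was 0.0281, the lowest of a range up to 1 over the alternatives. Supplementary Table S2 describes this SAS as serine/arginine repetitive matrix protein 1.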

Another top node in the module M4 is ‘probable CCR4-associated factor 1 homolog 11′ (CAF1-11/SCJFRT1059F04.g/cluster 1), a component of the CCR4-NOT complex involved in mRNA deadenylation and RNA-induced gene silencing; the gene is induced by drought and ABA12. 

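The SAS annotated as abscisic acid 8-hydroxylase 1 (SCRFRZ3058E03.b, probe GS1_SS_16222_07773) was higher in roots after 6 days without irrigation, with a log2 ratio of 2.48 (standard error 0.426, limma adjusted p = 0.00975). Its replicates gave 3.52 and 1.45. It was not past the threshold without replicate 1, after median centring in place of loess, with the deposited log2 ratios, or when only root arrays entered the fit. In leaves after 6 days, the log2 ratio was 0.53 (standard error 0.426, limma adjusted p = 0.494), where the irrigated channel was well above background on 1 of the 2 arrays, and the probe was called under a rule like HT-self.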

Other ABA-regulated or -related genes in M4 include ‘probable phosphatase 2C’ (PP2C/SCCCCL3005D01.b/SCVPRZ2039D09.g), ‘ABA responsive element binding factor 1′ (SCCCLR1C03C05.g), and ‘abscisic acid 8-hydrolase 1′ (SCRFRZ3058E03.b).

We next combined expression data with genomic sequence data to study the regulatory regions of the co-expressed genes. The availability of the SP80-3280 gene space sequence [41] allowed us to study the regulatory regions of the genes of interest. Of 58 co-expressed genes or SAS (Sugarcane Assembly Sequences [42]) in M4, 50 were similar to 181 genes in the SP80-3280 gene-space assembly, ranging from one to 11 gene copies per transcript (Supplementary Table S9). We identified 181 transcription factor binding sites (TFBSs) in M4, of which 90 did not exhibit similarity to the motifs in the JASPAR database [47]; however, these may represent regulatory sequences not yet characterized, and are therefore candidates for future analysis. The remaining 32 are from eight different classes: 13 AP2/ERF, 5 bHLH, 4 bZIP, 4 WRKY, 3 C2H2 zinc finger factor, 1 C3H zinc finger, 1 homeodomain ZF-HD, and 1 GC-1.

### 2.3. De Novo Predicted TFBSs within Co-Expressed Genes’ Regulatory Regions Are Enriched among Drought-Responsive Genes

To identify putative TF-coding transcripts, we mapped the RNA-seq transcriptome assembly onto the transcriptomes of other reference species. To identify putative orthologs via sequence similarity, predicted protein sequences in sugarcane were aligned to those in *Sorghum bicolor* and *Arabidopsis thaliana*. A total of 237,052 transcripts in the sugarcane assembly mapped directly to 27,357 protein-coding genes in sorghum, and 150,255 sugarcane transcripts mapped to 15,674 protein-coding genes in Arabidopsis (Supplementary Table S10). To observe regulatory regions, we further limited this gene space to transcripts with a 1,500-bp upstream promoter region in this assembly, yielding a search space of 107,077 transcripts. Canonical representative motifs from 11 TF families were taken from previous DNA affinity purification sequencing (DAP-seq) experiments in *Arabidopsis thaliana* [48] and the promoter regions of all orthologs were scanned for putative TFBSs using FIMO [49].

The selected TF families include: (i) TFs families that were de novo predicted to be enriched among the M4 gene co-expression network, including WRKY, bHLH, AP2/ERF, C2H2, C3H, ZFHD, and bZIP; (ii) TFs families not enriched in the M4 gene co-expression network, however previously reported as responsive to drought, such as NAC [50], MYB [51], and Trihelix [52]; and (iii) the Dof family, which is reported to be mainly involved in the control of flowering time [53].

When looking at the genome-wide search space, target genes that were differentially expressed in drought were significantly enriched for TFBS hits by AP2-ERF, WRKY, bHLH, and C2H2 family TFs, as predicted by the M4 co-expression network. In comparison with other families not enriched in the network, we found that MYB and Trihelix target genes, previously reported to be involved in crosstalk in abiotic stresses [51,52], were enriched for TFBS hits in DEGs under drought conditions. In addition, the primarily developmental NAC and Dof families were depleted for TFBS, and the lower-ranking TF families of C3H, ZFHD, and bZIP in the M4 network were not significantly enriched. The enrichment of TFBSs further suggests some level of interaction between the WRKY, AP2/ERF, C2H2, and bHLH families and drought-related abiotic stresses (Supplementary Table S11).

### 2.4. Auxin, Ethylene, and ABA May Coordinate the Drought Response of Sugarcane

To continue our analysis, we performed daily evaluations of the expression of genes related to the hormones auxin, ethylene, and ABA, categories that were enriched in the M4 module. SP80-3280 plants were subjected to drought for 7 days; impaired photosynthesis became evident on the third day, with the lowest rate occurring on the sixth day of stress (Supplementary Figure S4A). In addition, stomatal conductance, transpiration, and soil humidity were also affected after the third day of water privation (Supplementary Figure S4B–D, respectively).

Expression of the auxin response factor (SCCCCL3120A10.b), which controls expression of auxin response genes, was up-regulated after 6 days without irrigation. The expression of the auxin-responsive gene SAUR11 (SCCCRT1C01F08.g), involved in auxin signaling, was repressed before withholding of water and was up-regulated on the fifth and sixth days without irrigation. By contrast, ABP5 (SCCCRT2001C12.g) was repressed on the fifth day, and the expression of the auxin-responsive gene IAA7 (SCCCRZ2003H05.g), which represses the early auxin response, was down-regulated at that time point (Supplementary Figure S5).

Regarding to ethylene, we observed induction of the genes encoding ‘ACC synthase’ (ACS-SCJLRT1006C03.g) and ‘ACC oxidase’ (SCEZLR1009E06.g), both of which are involved in the biosynthesis of ethylene, after the fourth day of stress (Supplementary Figure S6). We observed induction of ‘ethylene-insensitive 2′ (SCSBHR1056H08.g), which acts downstream of the ethylene receptors, on the fifth, sixth, and seventh day without irrigation (Supplementary Figure S6). Despite that, we observed no significant induction of ‘ethylene-responsive factor 1′ (SCCCCL4002B07.g) or ‘ethylene response sensor 2′ (SCSBAD1086C06.g) (Supplementary Figure S6). The up-regulation of ACS and ‘ACC oxidase’ may be explained by the down-regulation of ‘S-adenosylmethionine (SAM) synthase’ (RNA-seq data, Supplementary Table S7) (SAM is a precursor of aminocyclopropane-1-carboxylic acid which is a precursor of ethylene) in roots, and the lack of a change in expression in leaves may reflect a strategy to more efficiently use scarce substrate for ethylene biosynthesis. This is consistent with the overall repression of enzymes involved in methionine and cysteine catabolism (RNA-seq data). However, the ethylene that may be synthesized appears insufficient to elicit the expression of ethylene-responsive genes.

The expression of genes related to ABA exhibited different patterns in leaves and roots. Expression of many genes related to ABA pathways increased in leaves after 4 and 7 days of drought, although expression of some genes decreased (Supplementary Figure S7). On the third and fourth days of drought, SCRLLR1038F07.g was induced in leaves (Supplementary Table S12). 

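In the part of Supplementary Table S2 at hand, 1 sense probe kept for the test was annotated as a type 2C protein phosphatase. It is SCUTAD1032C06.g, which is not among the SAS that the paper's text names for this enzyme. After 6 days without irrigation its log2 ratio was -0.51 in leaves (standard error 0.306, limma adjusted p = 0.317), with replicates at -1.08 and 0.058, so leaving out replicate 1 changes its sign. In roots the ratio was 0.080 (standard error 0.306, limma adjusted p = 0.922), with replicates at 0.37 and -0.21, and it turned to -0.83 under median centring and to -0.17 with the deposited log2 ratios. Neither difference was larger than the spread between replicates.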

After 6 days of drought, transcripts involved in ABA-dependent regulation were identified in the oligoarray and RNA-seq data. Examples include ABRE, AUX/IAA, DREB, EREBP/AP2, and NAC transcription factors (TFs), type 2C protein phosphatases (PP2C), and SnRK2 kinases (Supplementary Table S12). In addition, the transcripts from the ABA biosynthesis pathway were repressed in leaves (Supplementary Figure S8) but induced in roots. ‘Zeaxanthin epoxidase’, which catalyzes the first step in the ABA biosynthesis pathway, was repressed in leaves and induced in roots. Transcripts encoding the enzymes ‘9-cis-epoxycarotenoid dioxygenase’ and ‘abscisic-aldehyde oxidase’ were up-regulated in roots and down-regulated in leaves (Supplementary Figure S8).

### 2.5. Different Transporters Participate in the Drought Responses of Sugarcane

In the M6 co-expression network (Supplementary Figure S9), we observed the following top nodes: ‘chloride channel CLC-c-like’ (SCVPLB1015F06.g–induced in roots after 4 days of drought), ‘cold-regulated 413 plasma membrane 2′ (SCUTLR2015A11.g), and ‘aquaporin’ (SCAGLR2033E03.g). 

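The amino acid transporter SCSBRZ3118B10.g (probe GS1_SS_16371_09107) had a log2 ratio of 1.94 in roots after 6 days without irrigation (standard error 0.252, limma adjusted p = 0.00291). Both replicates were higher in stressed plants, by 2.10 and 1.77 on the log2 scale. It was not past the threshold without replicate 1, after median centring or with the deposited log2 ratios. After 4 days the log2 ratio in roots was 1.09 (standard error 0.252, limma adjusted p = 0.0694), and it passed the threshold without either replicate of root re-watering and under a rule like HT-self.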

Other transporters were also identified as members of the M6 co-expression network: ‘transmembrane amino acid transporter family’ (SCSBRZ3118B10.g—induced in roots after 6 days of drought), ‘organic cation carnitine transporter 7′ (SCCCLR1067A05.g), and ‘amino acid transporter’ (SCEQRT1030B05.g). This observation corroborates the amino acid mobilization pathways indicated in Figure 4.

We also observed repression of glucose import and water and ion transport transcripts (Supplementary Table S7) in roots, possibly reflecting a strategy for increasing water resistance to avoid the loss of water to the environment under conditions associated with low rates of transpiration or periods of water shortage [54,55]. Our data revealed a large decrease in transpiration at 6 days of stress (Supplementary Figures S4 and S11), and the increase in hydraulic resistance may be a response of drought-stressed pot-cultivated sugarcane plants, as the organism’s search for water is space-limited. The biological process ‘water transport’ is represented mainly by the down-regulation of aquaporins, such as aquaporins TIP2-3 (SCBGRT1052E01.g), TIP2-1 (SCJFRT1010C08.g), and PIP2-6 (SCEQRT1024B11.g). Down-regulated aquaporin transcripts were also found by Mirzaei et al. [56] and may point to a response or adaptation of the plant aimed at quickly changing membrane permeability [55]. Our data reveal a direct relationship between an increase in hydraulic resistance and low rates of transpiration [54] at 6 days of drought, transpiration was 0.30 mmol H_2_O m^−2^ s^−1^, and water use was 0.45 A/E (instantaneous) and 6 A/gS (intrinsic) (Supplementary Figure S10).

### 2.6. Genes Related to Cell Wall, Cold Stress, and Lipid Metabolism Are Induced in Leaves and Repressed in Roots during Severe Stress

One functional category that yielded different results between leaves and roots was chromatin remodeling. In response to biotic and abiotic stress, chromatin remodeling is a powerful and flexible tool for making rapid changes in gene expression, leading to adaptation [57,58,59]. Our data show that histones, ‘histone deacetylase’, ‘lysine-specific histone demethylase’, and ‘histone-lysine N-methyltransferase’ were in most cases up-regulated in leaves (Supplementary Table S7). By contrast, no histones or histone-related transcripts were up-regulated in roots. These results suggest greater remodeling of activated genes in leaves than in roots.

Despite the lower rate of RNA-seq read mapping in roots, a similar number of DEG transcripts related to abiotic stress were identified in leaves and roots. The difference was that cold stress-related transcripts were induced in leaves and repressed in roots, and a similar pattern was observed for ‘Heat’, ‘Drought/Salt’, and ‘Misc.’ (Supplementary Figure S11).

The fold changes of up- and down-regulated transcripts related to the cell cycle and cell division, DNA repair, and response to oxidative stress were similar between leaves and roots, but a higher percentage of repressed transcripts was observed in roots (Supplementary Figure S11). This might reflect impairment of root growth in terms of both cell division and cell expansion in stressed sugarcane plants cultivated in pots with limited space. Reduction in root volume and root dry mass after water suppression in drought-stressed sugarcane greenhouse cultivated plants has previously been reported [60,61]. An overall reduction in the expression of genes related to cell wall metabolism was observed in roots, whereas genes from this category were generally induced in leaves (Supplementary Figure S11). Seventy-eight expansins were repressed in roots and none in leaves, whereas 19 members of this class were induced in leaves vs. only one in roots (Supplementary Table S7). Genes associated with lipid metabolism were also induced in leaves and repressed in roots after 6 days of drought (Supplementary Figure S11).

### 2.7. Significantly Expressed Transcripts after Re-Watering Reflect Repression of Drought Responses and Induction of Plant Recovery

Next, we analyzed overrepresented transcript classes after re-watering. To this end, we selected significantly expressed transcripts with a coefficient of variation >120 among all samples and conditions. 

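With the flag of Feature Extraction for spots well above background, the probes kept for the test represented 11419 SAS. The flag for a positive and significant signal in its place gave 15453 probes, and 14515 probes were detected when 1 array of a group was enough. With each array left out in turn, the number lay between 12146 and 13442 probes, since a group with 1 array left needs that array only. Detection on both arrays ranged from 5709 probes in re-watered leaves to 10999 in the irrigated roots of the 6-day group. The coefficient of variation was computed for each probe over the 24 channels of normalized intensities. It was above 120% for 483 probes, and its median was 52.1%. Of these 483 probes, 370 were differentially expressed in at least 1 of the 6 comparisons and 113 were not. The 6 leaf arrays alone gave 267 probes above 120% and the 6 root arrays 37, and 354 of the 483 were above it in neither tissue alone. The signals as scanned, without background correction and normalization, gave 2656 probes, the largest number among the alternatives.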

The initial group of 13,216 transcripts was further selected, and the group used for the clustering analysis consisted of 4539 transcripts. Among a total of 22 clusters, two exhibited different behavior after rehydration: Cluster 4 included transcripts that were induced after re-watering (Supplementary Figure S12A), whereas Cluster 5 consisted of transcripts that were repressed (Supplementary Figure S12B). 

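The change between 6 days without irrigation and re-watering was tested as a difference of the log2 ratios within the same limma model. In leaves, 1597 probes differed, 865 of them higher after re-watering relative to 6 days and 732 lower. In roots, 41 probes differed, 20 higher and 21 lower. The probes differentially expressed in leaves at both times numbered 97, and 80 of these had opposite directions. Of the probes differentially expressed in leaves after 6 days and measured after re-watering, 45.0% had a log2 ratio of the same sign after re-watering, and the slope of the later on the earlier ratio was -0.0475 across probes, which are not replicates. In roots, 89.8% had the same sign, with a slope of 0.355. By replicate the slope was 0.516 and 0.197, with 86.2% and 78.7% of the same sign. Replicate 1 of root re-watering correlated across probes with r = 0.637 with replicate 1 of the 6-day roots, which has the same dye orientation. With replicate 2 of the 6-day roots it had r = 0.486, and with replicate 2 of its own group r = 0.078. Leaving out any of the 4 arrays compared gave between 633 and 987 probes in leaves, the lowest without replicate 1 of re-watering. In leaves 391 were higher and 392 lower without replicate 2 of the 6-day group. In roots, leaving out replicate 1 of the 6-day group gave 4, leaving out replicate 2 of that group gave 8 higher and 34 lower, and leaving out replicate 1 of the re-watering group gave 146 higher and 22 lower. With the plants as a block, 2 differed in roots.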

Up-regulated biological processes included ‘Cell Division’, ‘Cycle and Growth’, ‘Ribosome Biogenesis’, and ‘Translation’, which relate to the ability of the plant to recover its basic functions and restore growth and development capacity, as well as ‘Threonine Metabolic Process’ and ‘Valine Catabolic Process’. In addition, we found a higher percentage of transcripts related to Cell Cycle and Cell Division repressed in roots, during re-watering after drought (Supplementary Figure S13).

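For ribosomal proteins, 14 sense probes had an annotation in the part of Supplementary Table S2 at hand, some of them of the chloroplast. In re-watered leaves 13 of them were higher than in irrigated plants and 1 was lower, and 3 were differentially expressed. The 30S ribosomal protein S1 of the chloroplast (SCBFST3135D12.g) had a log2 ratio of 1.59 (standard error 0.258, limma adjusted p = 0.0343). This value rests on replicate 1 alone, because the spots of replicate 2 were outliers, and it became -0.083 under median centring. The 50S ribosomal protein L6 of the chloroplast (SCRFLR1034H12.g) had a log2 ratio of 1.49 (standard error 0.22, limma adjusted p = 0.0335), and the 60S ribosomal protein L17 (SCCCLR1C02F03.g) of 1.48 (standard error 0.281, limma adjusted p = 0.0478). These 2 probes were higher in both replicates, but neither passed the threshold without replicate 1 or without replicate 2 of the group. In the order given, 16 of 27, 14 of 28 and 16 of 29 alternatives moved the 3 probes to the other side of the threshold or, in the case above, of 0. After 6 days without irrigation, S1 had been lower, with a log2 ratio of -2.25 (standard error 0.182, limma adjusted p = 0.000145), and L6 with -2.58 on replicate 2 alone. The difference between re-watering and 6 days was 3.84 for S1 (standard error 0.316, limma adjusted p = 0.000306) and 4.07 for L6 (standard error 0.38, limma adjusted p = 0.000904). For S1 the re-watering group and for L6 the 6-day group holds 1 array in this comparison, which is assumed to vary like the other groups. In roots after re-watering, 3 of the 14 probes were higher, 11 were lower and 0 were differentially expressed by limma.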

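In the part of Supplementary Table S2 at hand, 4 sense probes were annotated with cell division or cyclins. The match is by annotation only, and 1 of the 4 is an FtsH protein, a name also found in the photosynthesis list. In roots after re-watering, the cell division cycle-associated protein 7 (SCSGFL1082D07.g) had a log2 ratio of -0.34 (standard error 0.148, limma adjusted p = 0.472), and it was lower in both replicates, with -0.51 and -0.16. The cell division cycle 5-related SCJFRZ2005G12.g at 0.012 and the FtsH protein SCEQHR1079E11.g at 0.10 had replicates on both sides of 0, and each changed sign without replicate 2. The cyclin (SCQSST1036H10.g), at 0.058, was well above background in each channel on 1 of the 2 arrays and changed sign under median centring and with the deposited log2 ratios. In limma 0 of the 4 probes were differentially expressed. At an unadjusted p under 0.05, 1266 of all tested probes differed in roots after re-watering.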

By contrast, Cluster 5 was enriched in genes associated with ‘Reductive TCA Cycle’, ‘Threonine Biosynthetic Process’, and ‘Cellular Amino Acid Metabolic Process’, as well as ‘Response to Abscisic Acid’ and ‘Glutathione Metabolic Process’. The latter two processes suggested that neither ABA nor ROS responses were necessary anymore, as the stress had ended.

Moreover, there was an enrichment of transcripts associated with ‘Plastid Cellular Component’ and ‘Ribosomal Large Subunit Binding Molecular Function’ (Supplementary Table S5). The former indicates recovery of the photosynthetic apparatus, as demonstrated by the recovery of photosynthesis (Figure 4), whereas the latter demonstrates recovery of protein synthesis after the stressful condition is removed. Up-regulation of heat shock proteins was also observed in both leaves and roots (Supplementary Tables S6 and S7). These factors are important for the recovery process because they are involved in protecting the cell from injuries such as those caused by drought stress.

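The part of Supplementary Table S2 at hand annotates 3 of the sense probes kept for the test as heat shock proteins. After re-watering, none of them was differentially expressed in limma. A small heat shock protein of the chloroplast (SCCCCL4005G05.g) had a log2 ratio of 1.19 in roots (standard error 0.359, limma adjusted p = 0.318), with 1.44 and 0.95 in the 2 replicates. In leaves this probe was not well above background on either array of the irrigated plants and on 1 of the re-watered arrays, with replicates at -0.067 and 0.85, and no direction is given. A class I heat shock protein (SCBFST3135B05.g) had a log2 ratio of -0.97 in leaves (standard error 0.325, limma adjusted p = 0.235) and of -0.23 in roots (standard error 0.325, limma adjusted p = 0.878). With array weights and under a rule like HT-self the fall in leaves was past the threshold, and the value in roots became 0.033 without replicate 2. The heat shock protein 90 homolog (SCACLB1047D07.g) had a log2 ratio of 0.36 in roots (standard error 0.213, limma adjusted p = 0.612). In leaves it was not well above background on either array of the re-watered plants, and no direction is given. After 6 days without irrigation, the small heat shock protein was at least 5.42-fold higher in roots by the means of the 2 arrays (log2 ratio 2.47, standard error 0.359, limma adjusted p = 0.00452), with 3.14 and 1.79 in the replicates and no irrigated array well above background, but not past the threshold without replicate 1. The class I protein was higher in leaves at that time, with a log2 ratio of 1.89 (standard error 0.325, limma adjusted p = 0.00364), but not past the threshold without replicate 2. The bound sets the mean of the brighter channel against the lowest signal among probes well above background, or the probe's own signal where higher, after loess and Aquantile.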

## 3. Discussion

### 3.1. Sugarcane Response to Drought

As previously mentioned, we have performed several drought experiments, in greenhouse and field conditions, using five sugarcane varieties subjected to distinct periods without irrigation (Figure 1). In addition, gene expression of sugarcane different tissues was evaluated using oligoarray, RNA-seq, and/or qRT-PCR experiments.

Before further discussing the impact of drought on sugarcane gene expression, it is important to highlight that a large fraction of RNA-seq reads did not map to the sugarcane genome reference [41]. Amog unmapped reads, we found an enrichment of bacteria of phylum Actinobacteria, which includes genus *Actinoplanes*, is a common response of the root rhizosphere to drought stress [62,63], possibly due to the ability of these bacteria to access metabolites released by the plant under these conditions [64]. Similarly, endophytic colonization of *Burkholderia* species increases drought stress resilience of maize, wheat, and other plants under drought conditions [65,66,67]. In addition, these diazotrophic bacteria also promote growth in sugarcane [68,69,70].

With regards to the sugarcane response to drought at the gene expression level, and as summarized in Table 1, we saw that this stress largely impacts plant’s photosynthetic ability and primary metabolism, including amino acid and carbohydrate metabolism. In addition, co-expression and differential expression analysis highlights candidates phytohormones and TFs as key regulatory elements regulating sugarcane response to drought.

For instance, we found a ‘VQ motif-containing 4-like’ (SCSBLB1036B03.g) as a top node in a co-expression network enriched for carbohydrate metabolism. It has been reported that VQ proteins are important co-regulators of plant defense responses and play crucial roles in abiotic stress responses [71,72], seed development, and photomorphogenesis [73]. They have a conserved single amino acid motif and may be central in the network because they regulate many developmental processes [71,72,73]. The importance of VQ proteins in the response to drought conditions has already been reported for grasses. For instance, among 61 VQ motif members in maize, 41 are differentially expressed during drought [72]. In addition, VQ, WRKY transcription factors, and MAP kinases form a closely related complex to fine-tune gene transcription [73]. Perruc et al. [74] demonstrated that VQ15 interacts with calmodulin (CAM) and responds to osmotic stress in a calcium-dependent manner. VQ motifs and WRKYs engage in complex interactions that can either stimulate or repress the WRKY DNA-binding activity [73]. Furthermore, WRKY TFs may regulate their own expression through feedback mechanisms, as well as VQ motif protein expression [75,76]. Thus, the results corroborate the hypothesis that VQ proteins interact with several WRKY TFs [77].

The distribution of de novo predicted TF classes among co-expressed genes in M4 clusters (Figure 5) indicates AP2/ERF as the most frequent. This class of TFBS is characterized by motifs that allow the binding of transcription factors responsive to ethylene, a hormone involved in the senescence process and the drought response [78]. However, we also identified WRKY TFBS motifs as enriched among co-expressed genes in M4. This class of motifs engages in complex interactions with VQ motif-containing proteins and can stimulate or repress binding of the TF to DNA [73]. *Oryza sativa* VQ domain proteins are differentially regulated following ABA or drought treatment, suggesting they may be subject to the same sort of regulation by ABA [71]. In *Vitis vinifera*, 72.2% of the promoter regions of VQ genes contain an ABRE element, and may therefore be regulated by ABA [77]. In addition, some VQ proteins are induced by ethylene, suggesting that they are also regulated by this hormone [77]. The central position of this transcript in the sugarcane co-expression network, along with transcripts related to ABA, ethylene, and auxin corroborates the results from a previous study [71] and suggests that in sugarcane this transcriptional regulator, through its interaction with WRKY TFs, may be involved in the crosstalk between different hormone pathways in response to abiotic stress. Interestingly, the WRKY family plays an important role in the drought response of *Sorghum bicolor* [79].

### 3.2. Genes from ABA Pathways Are Expressed in Different Patterns in Leaves and Roots under Drought Conditions

The phytohormone ABA plays a role in perceiving and responding adaptively to drought stress. At the same time, it acts synergistically with other phytohormones to better adapt plants to various stresses. Expression of many genes related to ABA pathways increased in leaves after 4 and 7 days of drought, although expression of some genes decreased (Supplementary Figure S7). On the third and fourth days of drought, SCRLLR1038F07.g was induced in leaves (Supplementary Table S12). The hypothetical protein encoded by this gene contains an Interpro domain (IPR007650-PFAM/PTHR33059-PANTHER/PTHR33059:SF7-PANTHER) involved in ABA responses, and was previously reported to confer drought resistance in wheat [80].

As previously mentioned, transcripts involved in ABA-dependent regulation were identified in the oligoarray (6 days) and RNA-seq data analysis. As examples, we highlight ABRE, AUX/IAA, DREB, EREBP/AP2, and NAC transcription factors (TFs), type 2C protein phosphatases (PP2C), and SnRK2 kinases (Supplementary Table S12). Furthermore, ABA biosynthesis pathway transcripts, such as ‘Zeaxanthin epoxidase’, which catalyzes the first step in the ABA biosynthesis pathway, were predominantly down-regulated in leaves (Supplementary Figure S8) and up-regulated in roots. On the other hand, transcripts encoding the enzymes ‘9-cis-epoxycarotenoid dioxygenase’ and ‘abscisic-aldehyde oxidase’ were up-regulated in roots and down-regulated in leaves (Supplementary Figure S8). The first step in ABA catabolism, which inactivates ABA signaling, is the formation of 8′-hydroxy ABA by ‘ABA 8′ hydroxylase’. Transcription of the gene encoding this enzyme was repressed in leaves and induced in roots. Thus, both biosynthetic and catabolic enzymes were induced in roots. Moreover, recent work showed that phaseic acid, a product of ABA catabolism formed by the isomerization of 8′-hydroxy ABA, has some ABA-like effect (reviewed by Rodriguez [81]).

### 3.3. Sugar Metabolism is Channeled to Input Energy and Carbon into the TCA Cycle

The enriched GO categories related to sugar metabolism in the M4 module of the co-expression network are as follows: ‘oligosaccharide Biosynthetic Process’, ‘disaccharide Biosynthetic Process’, ‘trehalose biosynthetic process’ and ‘trehalose metabolic process’ (Supplementary Table S4). Enrichment of trehalose biosynthetic process, along with the predominant induction of phosphoenolpyruvate carboxylase (PEPC) transcripts in leaves, indicates that as in other species, sugarcane may have a mechanism for simultaneous activation of PEPC and ‘nitrate reductase’ (NR) triggered by an increase in ‘trehalose 6-phosphate’ (Tre6P) [24]. During the day, Tre6P influences the partitioning of photo-assimilates between sucrose, organic acids, and amino acids via posttranslational regulation of PEPC and NR in leaves. Induction of Tre6P elevates amino acid levels by stimulating nitrate assimilation, indirectly leading to an increase in the levels of TCA cycle intermediates [24].

The importance of Tre6P in sugarcane leaves, as well as ‘trehalose-phosphate phosphatase 1′ (TPP/SCEPLR1051A07.g) and ‘trehalose-phosphate synthase 6′ (TPS/SCCCCL3002E04.b), may be related to their osmoregulatory functions [24]. As indicated by its co-expression with ABA related transcripts, TPP may alter stomatal conductance [82,83]; moreover, *AtTPPG* and *AtTRE1* gene promoters contain motifs that implicate MYB and WRKY TFs in regulation by ABA. The co-expression in module M4 of TPP with VQ motif proteins, along with the known interaction of VQ motif proteins with WRKY TFs, suggests a role for these proteins in regulating trehalose metabolism in an ABA-dependent pathway. This relationship between VQ motif genes and Tre6P has not been described in other plants.

In sugarcane, the raffinose and stachyose family of oligosaccharides (RFOs) may be involved in osmoprotection and in preventing oxidative damage, as in other species [84,85]. In leaves and roots at 6 days of drought, we observed down-regulation of transcripts involved with the galactose catabolic process and up-regulation of transcripts involved with RFO biosynthesis and raffinose transport (oligoarray and RNA-seq data, Supplementary Table S7). A ‘stachyose synthase precursor’ (SCJFLR1017E09.g) was up-regulated in leaves after 4 days of drought and in roots after 6 days (Supplementary Table S6).

Other DEGs involved with sugar metabolism were ‘soluble starch synthase II-2′ (SCSGSB1009B08.b), down-regulated in leaves after 6 days of drought (Supplementary Figure S14), as well as ‘UDP-glucose 6-dehydrogenase’ (UGDH/SCQGLR1019G02.g) and ‘sucrose synthase 4′ (SuSy4/SCEPCL6023F02.g) (Supplementary Figure S14); the one last was the top node of module 6 (Supplementary Figure S9).

Finally, the up-regulation of ‘sulfur dioxygenase’ (cysteine metabolism) (Supplementary Table S6) in leaves after 6 days of drought may be induced by carbohydrate starvation [25] and corroborates the association between carbohydrate metabolism and amino acid catabolism.

### 3.4. Amino Acid Catabolism Provides Carbon Skeletons for the TCA Cycle and Compensates for Repression of Photosynthesis and Inhibition of the Calvin Cycle

Together, the physiological data presented above demonstrate a significant decrease in photosynthesis, stomatal conductance, carboxylation efficiency (Figure 3), and effective quantum efficiency after 6 days of water privation (Supplementary Figure S10). Limitation of stomatal conductance may be linked with the induction of ‘cysteine desulfhydrase’ (Figure 4), which alters stomatal opening [86,87] and may reflect a strategy for recovering the photosynthetic apparatus. This enzyme is involved in the synthesis of iron-sulfur clusters and is probably relevant for electron transfer chains [25]. The decrease of physiological parameters indicate damage in photosystem II, leading to a reduction in carbon fixation due to low CO_2_ influx, limiting the Calvin cycle and causing not only damage to the photochemical apparatus but also carbon starvation [25,88,89,90,91].

During starvation in plants, carbon-nitrogen balance must be coordinated, and ‘glutamate dehydrogenase’ (converts L-glutamate into alpha-ketoglutarate) and ‘glutamate decarboxylase’ (converts glutamate to oxoglutarate and GABA, respectively) are involved in amino acid oxidation and degradation [25,92,93,94] to meet energy demands during stress. We observed a prominent induction of glutamate dehydrogenase and glutamate decarboxylase in leaves of SP80-3280 after 6 days of drought (Figure 4). Nitrogen mobilization to aid ion homeostasis may also be occurring in stressed roots, as evidenced by induction of an asparaginase enzyme (Figure 4).

Biological functions related to amino acid metabolism were enriched in five out of six co-expression modules: M1, M2, M3, M5, and M6. In addition, amino acid metabolism is altered in response to drought stress in other plants [95,96]. After 6 days of drought, we observed induction of ‘nitrate reductase’, ‘nitrite reductase’, and ‘glutamine synthetase’, which are involved in assimilation of nitrogen into amino acids (Supplementary Table S6). 

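In the part of Supplementary Table S2 at hand, 2 sense probes kept for the test were annotated with these enzymes. The glutamine synthetase (SCJFLR1013F02.g) had a log2 ratio of 0.79 in leaves after 6 days (standard error 0.259, limma adjusted p = 0.0656), with 0.70 and 0.88 in the 2 replicates, and it passed the threshold under 8 of the 29 alternatives, among them those without either replicate of root re-watering. Its log2 ratio in roots was -0.52 (standard error 0.259, limma adjusted p = 0.272). The nitrate reductase (SCRFRZ3056G09.g) had a log2 ratio of 0.038 in leaves (standard error 0.291, limma adjusted p = 0.976), with replicates at -0.066 and 0.14, and it became -0.043 with the processed signals of Feature Extraction. In roots its log2 ratio was -0.19 (standard error 0.291, limma adjusted p = 0.776), and its replicates gave -0.55 and 0.17.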

Expression of transcripts encoding ‘aspartate–ammonia ligase’, involved in asparagine biosynthesis, was also induced on day 6 (Supplementary Table S6). Asparagine, along with glutamine and arginine, plays a key role in nitrogen storage and transport [97], and the induction of transcripts encoding ‘asparaginase’ (Figure 4) indicating that nitrogen mobilization might contribute to ion homeostasis in stressed roots.

We also observed induction of most amino acid catabolism related transcripts that provide intermediates for the TCA cycle (Figure 4); this induction was especially prominent in leaves. The higher induction of tryptophan catabolism may be due to the fact that its degradation produces acetoacetate, a high-energy compound [98], and alanine, which can be further catabolized to yield pyruvate and generate energy. The induction of tryptophan catabolism under water privation conditions has been observed as well as the role of this amino acid in increasing the biosynthesis of different phytohormones, such as ABA and auxin, in addition to phytoalexins and other metabolites [99].

By contrast, amino acid catabolism enzymes that do not provide precursors for the TCA cycle (i.e., glycine and serine) and those involved in the catabolism of amino acids for which it would be necessary to execute more steps to synthesize the precursors of TCA cycle, were predominantly down-regulated; for example, this was the case for methionine (Figure 4).

According to Asbahi et al. [100], there is a strong relationship between ABA content and amino acid accumulation in response to drought, and this is one of the most important defense mechanisms against drought in many plants. Furthermore, according to Nambara et al. [101], it is likely that ABA-mediated closure of stomata is necessary for the initiation of the plant’s slow response to dehydration, such as changes in free amino acid levels. This relationship has been confirmed in the literature [100,101,102]. As shown in Figure 3, we observed significant decreases in stomatal conductance even during moderate stress, and this may be associated with induction enzymes involved in Lys, Thr, and Gln catabolism (Figure 4). Therefore, there may be an occurrence of the synthesis of amino acids induced by ABA, which are quickly degraded to provide precursors for the TCA cycle.

The enzyme ‘Δ-1-pyrroline-5-carboxylate synthetase’ (P5CS1/SCJFLR1073H12.g), which is involved in proline biosynthesis, an important component of the osmotic stress response [12,92,103], was altered after 4 days of stress in roots and after 2 days in leaves (Supplementary Table S13). P5CS also generates NADP^+^, which may be recycled in the pentose phosphate pathway, thereby maintaining the activity of the TCA and Calvin cycles and decreasing ROS production during moderate stress. Consistent with this, at 2 days of drought, physiological data indicates increased stomatal closure (Supplementary Figure S4) but no alteration in the Calvin cycle.

## 4. Materials and Methods

### 4.1. Plant Material and Experimental Conditions

Previous work from our group identified a small number of genes regulated after 24 h of water privation [20] (GEO series record GSE33574). In this work we performed a drought progression expression experiment to detect the best time points for transcriptome analysis based on induction of genes from hormone-related pathways. For the drought progression experiment, one-eye set of sugarcane were planted in 20-L pots containing 2:2:1 soil:substrate:vermiculite, arranged in a completely randomized design, and cultivated for 7 months in a greenhouse in Prof. Erich Grotewold’s Laboratory at The Ohio State University (Columbus, OH, USA). Before water withholding, pots were irrigated until the water was drained away (moisture near Field Capacity (FC)). In each day of the experiment, soil humidity was measured at a depth of 10 cm using the soil moisture meter MO750 (EXTECH Instruments, Nashua, NH, USA). Irrigation was ceased for 7 days and physiological measurements were taken. Water was supplied on the 8th day of the experiment. For RNA extraction, the third leaf from top to bottom of the stalk with clearly visible dewlap (leaf +3) was collected each day over 7 days of water privation.

For the drought experiment (samples harvested after 4 or 6 days of stress and rehydration), two one-eye sets of sugarcane were planted in 20-L pots containing soil, arranged in a completely randomized design, and cultivated for 5 months before stress in a greenhouse at Prof. Laurício Endres’s Laboratory at the Federal University of Alagoas (Maceio, Brazil). Before water withholding in half of the pots, water content was maintained near FC. Three daily soil humidity measurements were taken in each pot at a depth of 5 cm using the humidity sensor model SM200 (DELTA-T Devices, Cambridge, England). Leaf (L+1) and root samples were collected after 4 or 6 days of water privation, and followed by 2 days of re-watering (8 days). After collection, all samples were immediately frozen in liquid nitrogen and kept in dry ice until storage at −80 °C.

In addition to the greenhouse experiments, we have used the expression data of samples from leaf +1 and upper internodes from 3 sugarcane varieties: RB86-7515 (intermediary tolerant to drought), RB92-579 (tolerant to drought), and RB85-5536 (lower drought tolerance) from RIDESA (Rede Interuniversitária para o Desenvolvimento do Setor Sucroenergético). Plants were field-grown in Campo Alegre, Alagoas, Brazil (9°45′32″ S, 36°13′09″ W), and samples were collected 7 months after planting under irrigation or without irrigation (rainfed) and firstly used for studying the microtranscriptome of field-grown sugarcane plants [6].

### 4.2. Physiological Analysis

In the drought progression experiment, gas exchange measurements at leaf L+1were performed using a LICOR LI-6400 Portable Photosynthesis System (LI-COR, Lincoln, NE, USA). All measurements were performed between 9:00 and 11:00 a.m. The plants were allowed to recover for 24 h (between day 7 and day 9) after they were watered again. Consequently, no physiological measurements were taken on day 8.

In the 4- and 6-day water privation experiment, leaf water potential was measured at leaf L+2 using a Scholander Pressure Chamber (Soil Moisture, Equipment Corporation, Santa Barbara, CA, USA) at 4:30 a.m. A portable infrared gas analyzer (IRGA, ADC Bioscientific, Hoddesdon, UK) and a light source of 1.123 μmol m^−2^ s^−1^ were used to measure photosynthesis rate (A), stomatal conductance (gs), and transpiration (E) in the time interval between 8:00 and 11:00 a.m. at leaf L+1. Using the above variables, carboxylation efficiency (A/ci) and intrinsic water use efficiency (A/gs) were calculated. A modulated fluorometer 051-FL(OPTI-SCIENCES, Hudson, NH, USA) was used for maximum quantum efficiency measurement of PSII (Fv/Fm) at predawn and at midday with saturating light pulses of 1 s. Before the measurement was taken, leaves were adapted to the dark for 20 min. The same leaf was used to measure effective quantum yield (φPSII) between 10:00 a.m. and 12:00 p.m. as described in Maxwell; Johnson [89].

### 4.3. RNA Extraction

Total RNA was extracted from leaves and roots with modifications from Zeng and Yang protocol [104]. Then, 100–300 mg of frozen shredded tissue was mixed with 900 µL prewarmed (65 °C) extraction buffer [2% CTAB, 4% PVP, 10 mM Tris-HCl (pH 8), 25 mM EDTA, 2 M NaCl, 4 mL DEPC (diethylpyrocarbonate) Milli-Q Water, 2% β-mercaptoethanol]. Samples were incubated at 65 °C for 15 min and with vigorous shaking every 5 min. After incubation, an equal volume of CIA (1 isoamyl alcohol: 24 chloroform) was added and the samples were centrifuged at 20,000× *g* for 10 min. The supernatant was re-extracted four times with the same volume of CIA. The supernatant was mixed with 0.25 vol of 10 M LiCl and maintained at 4 °C overnight. Samples were centrifuged at 16,000× *g* for 40 min at 4 °C and the pellet was washed twice with 75% ethanol. Precipitated RNA was air-dried for 10 min and re-suspended in 30–50 μL of DEPC treated water. RNA concentration was determined using a NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). RNA samples were treated with DNase I, amplification grade (Invitrogen, Carlsbad, CA, USA), and cleaned using a RNeasy Mini Kit (Qiagen, Hilden, Germany). RNA integrity was assayed using the Agilent RNA 6000 Pico Kit (Agilent Technologies, Santa Clara, CA, USA) on a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

### 4.4. Gene Expression

#### 4.4.1. Oligoarrays

Oligoarray sample preparation and analysis was performed as described in Lembke et al. [20], using two biological replicates for control and treated samples from: (i) 4 or 6 days of water privation, and 2 days of re-watering (greenhouse-grown plants); and (ii) 7 months after planting (field-grown plants). Only RNA samples with RIN ≥ 6.5 were selected, and hybridizations were performed using the customized sugarcane Agilent oligoarray platform [20]. The arrays contained probes to detect the sense and antisense expression of 14,522 different Sugarcane Assembled Sequences (SAS), which are reference sequences for sugarcane transcripts [42]. 

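Each array file lists 45220 spots, of which 43803 are not controls. These spots carry 21902 distinct probes, 21901 of them spotted more than once. By the probe names, 14522 probes are sense and 7380 are antisense, and they represent 14522 SAS numbers. Sense probes made up 11191 of the probes kept for the test and antisense probes 786.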

Hybridized oligoarray slides were scanned in GenePix 4000B scanner (Molecular Devices, San Jose, CA, USA), and image data were extracted with the aid of the Feature Extraction 9.5.3 (Agilent Technologies, Santa Clara, CA, USA) using the two-color oligoarray referential in the Agilent platform intensity [105] from Cy3 and Cy5 was corrected and normalized using the Lowess function [106] implemented in the R software. 

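The median spot signal of an array, as scanned, lay between 100.4 and 188 in Cy3 and between 44.8 and 61.6 in Cy5, against a median local background of 49 to 69 in Cy3 and of 38 to 41 in Cy5. The ratio of the dyes changed with intensity. After median centring of the log2 ratio of Cy5 over Cy3, its Spearman correlation with intensity, across the probes of an array, ranged from -0.909 to 0.111, and after loess from -0.0657 to 0.0203. Of the negative control spots, 153 on each array, 0.3% were well above background. The table of log2 ratios that the authors deposited follows the median signals of stressed over irrigated plants before normalization, so its columns were centred on their median when used as an alternative.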

Microarray data files are deposited at the Gene Expression Omnibus (GEO) public database, series record GSE125069.

#### 4.4.2. RNA-Seq

RNA-Seq analysis was performed using three biological replicates for control and treated root and leaf samples after 6 days of water privation (greenhouse-grown plants). This time point was chosen because it presented the highest number of differentially expressed transcripts in oligoarray experiments. 

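Over the time points, the number of probes with an unadjusted p under 0.05 in limma was also highest after 6 days in both tissues. In leaves it was 702 after 4 days, 3622 after 6 days and 1477 after re-watering, and in roots 1723 after 4 days and 2822 after 6 days. Among the probes differentially expressed after adjustment, 2190 sense and 67 antisense probes were found in leaves after 6 days, and 1034 sense and 16 antisense probes in roots. The 6-day group held the most differentially expressed probes in leaves under every alternative except median centring, which left 0 in leaves at all times. In roots it held the most under every alternative except without replicate 1 of the 6-day group, with 142 probes after 6 days and 249 after 4 days. From the highest number of differentially expressed transcripts at 6 days, the paper chose this time point for RNA-seq.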

As cited above, RNA integrity was assayed using the Agilent RNA 6000 Pico Kit (Agilent Technologies, Santa Clara, CA, USA) on a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and only samples with RNA Integrity Number above 6.5 were used for library preparation using the TruSeq Low Input Library Prep Kit (Illumina, San Diego, CA, USA, catalogue number FC-134-2002) at the Beijing Genomics Institute. One μg of RNA was used for library preparation and sequencing was performed on an Illumina Sequencing Machine HiSeq4000 (PE150) and a total of 6G of data were generated for each sample. RNA-seq data files are deposited at the Sequence Read Archive (SRA), accession number PRJNA628529.

#### 4.4.3. Real-Time Quantitative Reverse Transcription PCR (qRT-PCR)

For qRT-PCR analysis, cDNA was synthesized using SuperScript (Invitrogen, Carlsbad, CA, USA) with oligo(dT)s, using 500 ng of total RNA for each sample. Three biological replicates and three technical replicates were used for each time point validation (nine replicates in total). Primers were designed based on SAS sequences using the Primer Express 2.0 (Applied Biosystems, Foster City, CA, USA) software, and only primers with an amplification efficiency between 90 and 110% were used (Supplementary Table S14). Reaction mixtures consisted of 5 μL of 1.5 μM primer mix, 1 μL of cDNA (diluted 1:10) and 6 μL of Fast SYBR Green Master Mix (Applied Biosystems, Foster City, CA, USA). Reactions were performed on 7500 Fast Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). For primer SCSGLR1045D05.g, primer concentration was reduced to 312.5 nM. Expression ratio was estimated using REST 2009 (Relative Expression Software Tool, Qiagen, Hilden, Germany) as described in [107]. The endogenous genes for each tissue were identified using the geNorm software [108] (Supplementary Table S15).

### 4.5. Data Analysis

#### 4.5.1. Detection of Differentially Expressed Genes

Oligoarray data analyses were performed using the SUCEST-FUN (http://sucest-fun.org/wsapp/) tools and web environment. Differentially expressed genes (DEGs) were defined by the HT-self method [109], adapted to the Agilent oligonucleotide oligoarray platform [20]. Differentially expressed SAS were re-annotated by a search of six-frame translated SAS sequences against the NCBI non-redundant protein database using BLASTP (e-value < 1 × 10^−5^). Next, automated functional annotation was performed using the Blast2GO framework [110]. Finally, SAS search against Clusters of Orthologous Groups (COGs) allowed the categorization of transcripts in specific functional categories.

RNA-Seq reads mapping to the sugarcane SP80-3280 gene space assembly was done using Bowtie2 [40]. Gene coverage was estimated using HTSeq [110] and DEGs were identified with R package DESeq2 [111], combining technical replicates and applying a *p*-value cut-off of 0.01 after adjustment by the FDR procedure [112]. For both oligoarray and RNA-Seq, DEGs were annotated using Blast2GO and characterized by Gene Ontology terms (biological process, molecular function, and cellular component). For blastx an E-value was set to 1x10^-5^ and the number of blast hits set to 10. DEGs were used to perform functional classifications and enrichment analysis using AgriGO [113,114], ReVIGO [115], and MapMan [116].

#### 4.5.2. Analysis of Unaligned Reads from Root Libraries

To identify the proportion of reads from root libraries not mapped to the SP80-3280 genome, which could represent transcripts from contaminant microorganisms, we aligned those reads to a RefSeq compendium of representative genomes of prokaryotes, fungi, and viruses, totaling 339,873 sequences, 42,109, using bwa-mem [117] with default parameters. Genera abundance and richness from contaminant reads was accessed using the MetaPhlAn (Metagenomic Phylogenetic Analysis) software with default parameters [118].

#### 4.5.3. Co-Expression Analysis

For the co-expression analysis, we considered the oligoarray expression data generated in this study in addition to two experiments performed previously by our group. The experiment with variety SP90-1638 was carried out under greenhouse conditions and leaf samples were collected after 24, 72, and 120 h of water withholding. Leaf samples from respective controls were also collected for gene expression analysis [41]. The experiment with varieties RB86-7515, RB85-5536, and RB92-579 was carried out under field conditions without irrigation in a dry season [6]. Leaves and internode I from 7-month-old plants were sampled for transcriptomic analysis. For oligoarrays replication control, two biological replicates and dye swaps were carried out. Data processing; normalization and analysis were performed according to Lembke et al. [20].

Log2-transformed expression data were used for co-expression modules prediction using the CEMiTool R package [44], using default parameters except that apply_vst = TRUE and diss_thresh = 0.9. The adjacency matrix was calculated by estimating the Pearson’s correlation coefficient between all pairs of genes and raised to a soft thresholding power (β) of 14. Gene Set Enrichment Analyses, implemented in the CEMiTool R package, reveals which modules are correlated with either Drought or Control samples. Fisher’s exact test, implemented in the ‘TopGO’ R package [119], was used for Gene Ontology enrichment analysis of each module. Node and edge files were generated for use with the Cytoscape network visualization program [120]. Finally, the community clustering algorithm (GLay), implemented in the Cytoscape tool clusterMaker [45], was used to detect substructures within the co-expression networks.

#### 4.5.4. Transcription Factor Binding Site (TFBS) Prediction within Regulatory Regions of Co-Expressed Genes

Co-expressed transcripts (SAS) were used to identify gene sequences from the SP80-3280 assembly via sequence alignment with the ‘GMAP’ tool [121], with -n 200 and default parameters. For TFBS prediction in regulatory regions, a 1,500-bp sequence upstream of the gene start codon was selected, excluding sequences with overlapping coding regions. We used a stochastic method implemented through the MotifSuite tool [122] to identify and analyze TFBSs. The background model was constructed using the CreateBackgroundModel tool, considering all intergenic regions of the SP80-3280 assembly [41].

This analysis was conducted separately for genes corresponding to each of the four co-expression clusters within the M4 module, with the goal of identifying transcription factors specific to each cluster. The identification of enriched motifs was performed using the MotifSampler tool, searching for up to six motifs per sequence with up to three replicates and sizes of 6, 8, 10, and 12 nucleotides. The motifs obtained from multiple tool runs were sorted based on their scores and grouped according to the similarity of their PWMs using the MotifRanking tool in order to decrease redundancy in the final data set. Motifs identified 10 or more times in a total of 100 runs were considered to be valid for subsequent analyzes.

The valid motifs were compared to 489 annotated plant motifs available in the JASPAR database [47] using the MotifComparison tool with Kullback–Leibler distance (KL) methods with default parameters and p-BLiC with parameters -n 40 and n−1 overlap in relation to the size of the analyzed motif. In addition, we also used TOMTOM [123] with E-value threshold < 0.01. The set of valid motifs was also mapped against itself to search for redundancies between the clusters and sizes of motifs analyzed. All valid motifs were mapped to the sequences of the promoter regions using the MotifLocator tool with parameter -t 0.9, as well as to a set of 10,000 randomly selected gene promoter regions, in order to calculate the mean alignment rate of each motif in the genome. Motifs were considered enriched in the analyzed network when present at >50% of the mapping rate in the set of random sequences.

#### 4.5.5. TFBS Enrichment Analysis

A summary workflow for the TFBS enrichment analysis is presented in Supplementary Figure S15. Predicted protein sequences annotated in the sugarcane RNA-seq transcriptome assembly were aligned to genome-wide peptide databases in *A. thaliana* (TAIR10) and *S. bicolor* (NCBIv3) using BLASTP (e-value < 0.001). The top BLAST results (top five in Arabidopsis and top 10 in sorghum) were filtered for similarity and query coverage. A higher confidence sugarcane/Arabidopsis ortholog list was obtained by combining sugarcane/sorghum orthologs with known sorghum/Arabidopsis orthologous relationships in Gramene [124].

To generate a list of sugarcane genes with valid regulatory regions, all gene model transcripts in the high-confidence sugarcane/Arabidopsis ortholog list were filtered for those that contained a 1500-bp promoter region upstream of the transcription start site in this transcriptome assembly (Supplementary Table S10).

To confirm the presence of binding sites for transcription factors of interest, we performed a scan of canonical Arabidopsis TF binding motifs for genes with valid regulatory regions. Clustering of differentially expressed genes in the M4 network (Figure 5) was enriched for transcription factor families of interest under drought conditions. We obtained five representative canonical motif position weight matrices from Arabidopsis DAP-seq experiments [48] for each of the WRKY, bHLH, AP2/ERF, bZIP, C2H2, C3H, ZFHD, bHLH, MYB, Dof, and NAC transcription factor families. In parallel, we found all sugarcane genes annotated as a transcription factor (Supplementary Table S16), using the web tool ‘Predicion’ from the Plant Transcription Factor Database (PlantTFDB v5.0-http://planttfdb.cbi.pku.edu.cn/) [125]. Finally, for each of the 11 TF families, we subset the sugarcane corresponding genes, and then identified their corresponding orthologs in the sugarcane/Arabidopsis mapping. We then mapped each Arabidopsis TF ortholog’s targets using DAP-seq interaction data [48], if available, back to sugarcane transcript IDs, resulting in a list of putative sugarcane targets for each TF family of interest. We then used the motif scanning software FIMO [49] with default parameters to locate putative TFBSs in the 1,500-bp promoter regions for all genes in each list. We also used a novel Python script to generate “consensus” binding sites where multiple transcription factors are predicted to bind at the same coordinates of a promoter region. Genes with more than one TFBS binding event or a “consensus” TFBS in the promoter region were marked as such. Enrichment analysis of DEGs with a TFBS was performed for each TF of interest by hypergeometric test using the SciPy [126] package in Python. To account for multiple testing, a Bonferroni correction was performed with a critical value of 4.55 × 10^−3^.

## 5. Conclusions

In this study, we conducted a transcriptome analysis of sugarcane in response to drought stress and re-watering, using several approaches. Five different sugarcane cultivars were studied, and the analysis was complemented with an in-depth analysis of cultivar SP80-3280 genomic sequences, making it possible to map the RNA-seq reads and identify TFBSs. The expression analysis was accompanied by physiological observations of plants subjected to drought. Expression of 46,062 genes was altered.

In general, the differentially regulated transcripts were involved in photosynthesis, hormone, sugar and amino acid metabolism, chromatin remodeling, cell cycle, cell division, and cell wall (Table 1). We also detected a large number of transcripts that have no BLAST matches or that are derived from unknown or hypothetical genes. Future studies focused on characterizing such sequences may reveal that they are long non-coding RNAs (lncRNAs), undescribed genes, or sugarcane-specific transcripts representing new sources of variability; all possibilities represent potential future targets for transformation and plant breeding studies.

Our findings show that despite global alteration of sugarcane metabolism due to drought stress, major changes in carbon fixation occur in leaves, which we speculate is a response to ABA synthesized in roots. In addition, amino acid metabolism seems to play a fundamental role in sugarcane drought response mechanisms: in part by affecting signaling and osmoregulation, but especially by maintaining energetic balance by providing carbon skeletons to the TCA cycle, thereby aiding in plant survival during the stress and providing conditions for recovery after stress ceases. Together, these mechanisms serve to maintain water use efficiency and the energy status of the plant despite low carbon gains due to reductions in photosynthesis and stomatal conductance. Finally, our results provide an overview of the molecular physiological pathways underlying sugarcane drought responses, paving the way toward the development of drought-tolerant sugarcane plants.

## Figures and Tables

**Figure 1:**
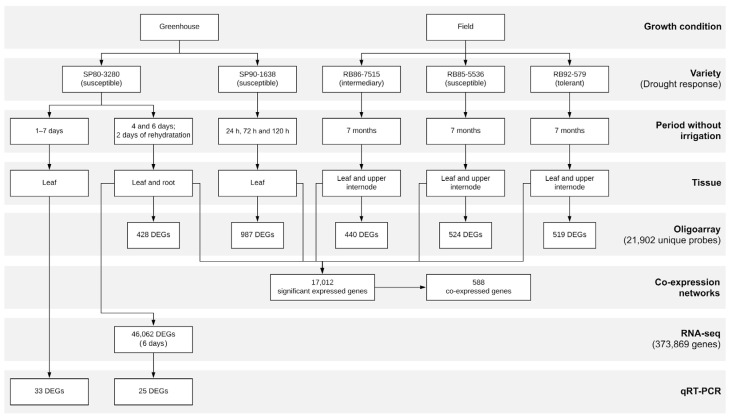
Flowchart showing greenhouse and field experiments with the indicated sugarcane varieties, including time without irrigation, collected tissues, and expression analysis. Gene expression analysis was performed using oligoarray, RNA-seq and/or qRT-PCR, and the number of differentially expressed genes (DEGs) are shown. The 987 DEGs in SP90-1638 were reported previously by Lembke et al. [20]. The respective data sets and the corresponding analyses derived from them are summarized in Table 1.

**Figure 2:**
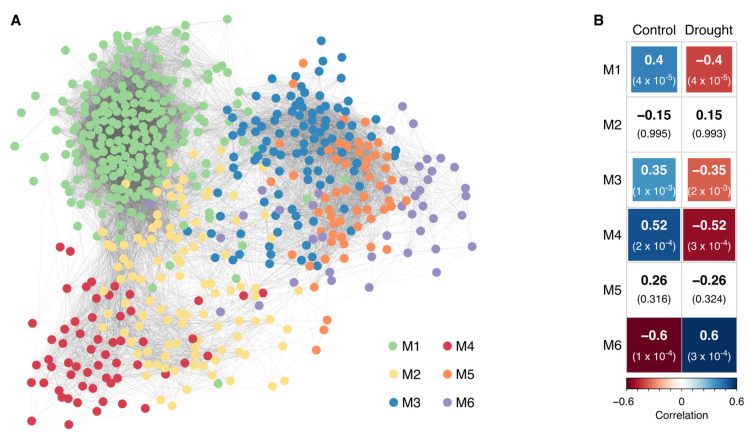
Co-expression analysis of genes from sugarcane under drought stress in both greenhouse and field conditions, classified in six modules. (**A**) Substructures within the co-expression networks. The most enriched GO terms in the six modules are as follows: M1, photosynthesis; M2, small molecule metabolic process; M3, alpha-amino acid metabolic process; M4, trehalose biosynthetic process; M5, serine family amino acid metabolic process; and M6, carbohydrate transport. (**B**) Correlation of the expression levels of co-expressed genes with either drought or control conditions.

**Figure 3:**
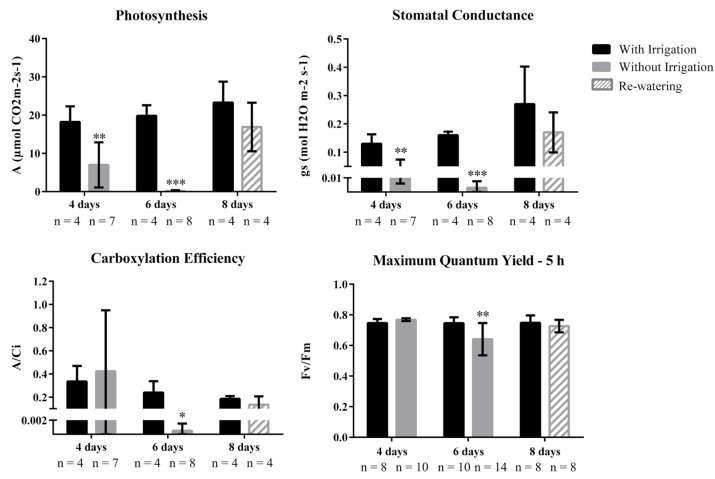
Photosynthesis, stomatal conductance, and carboxylation efficiency are reduced in mild and severe drought stress. Physiological measurements of photosynthesis, stomatal conductance, carboxylation efficiency, and maximum quantum yield in the leaf of sugarcane plants (variety SP80-3280 under greenhouse conditions) submitted to 4 days of water privation, 6 days of water privation, and re-watering for 2 days (8 days). The number of measurements (n) for each physiological trait is shown under each respective bar. Error bars indicate the standard deviation (SD), and asterisks indicate a significant statistical difference, according to t-test, therefore, *; **; *** for *p* ≤ 0.05; *p* ≤ 0.01 and *p* ≤ 0.001, respectively.

**Figure 4:**
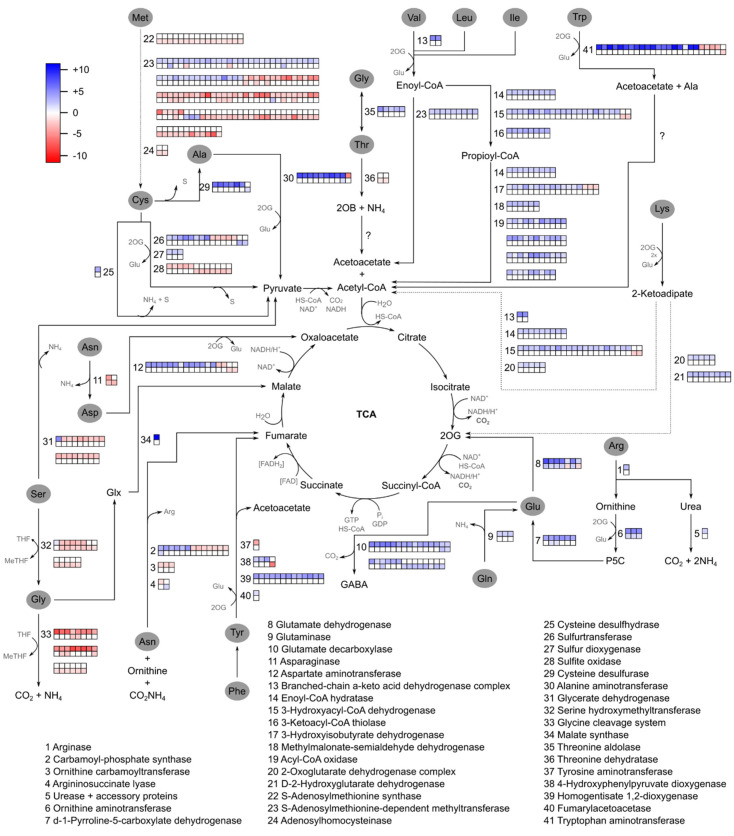
Transcripts involved in the degradation of amino acids are induced, probably to provide carbon skeletons to the TCA cycle. Each square next to an enzyme number represents expression of one transcript at 6 days of drought, as determined by RNA-seq. There are two rows for each enzyme: the top and bottom rows show transcripts differentially expressed in leaves and roots, respectively. Dotted lines need confirmation, according to Hildebrandt et al. [25]. P5C, 1-pyrroline-5-carboxylate; 2OG, 2-oxoglutarate; 2OB: 2-oxobutyrate; 3PG: 3-phosphoglycerate.

**Figure 5:**
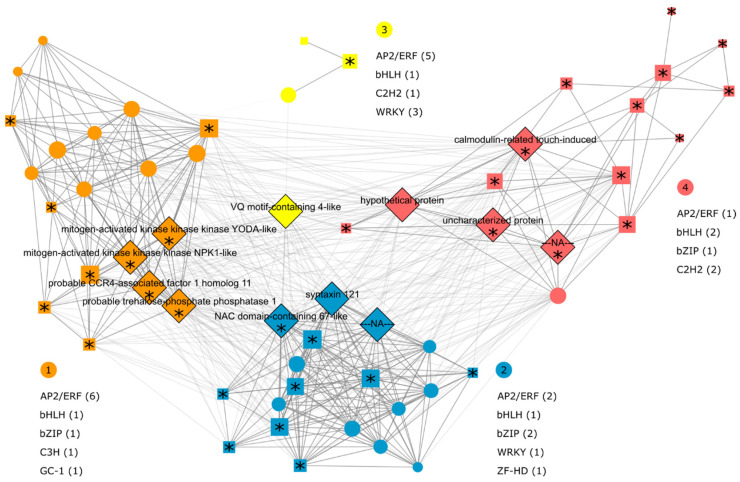
Module M4 from co-expression network of sugarcane submitted to drought is enriched in genes related to hormones and sugars. The transcriptome was analyzed using the CaneRegNet oligoarray platform [20]. Diamonds indicate highly connected genes in the network (top nodes) and asterisks (*) indicate genes differentially expressed between control and treatment (drought) conditions. Numbers in circles (outside the network) represent the clusters of transcripts within the network; listed below the cluster IDs are all de novo predicted transcription factor binding sites (TFBS) in the promoters of the constituent genes, classified based on similarity to annotated motifs deposited in the JASPAR database [46]. The number of predicted TFBS motifs are shown within parenthesis.

**Table 1:** Summary of alterations identified in sugarcane under drought.

Altered State	Evidence	Analysis	Figure/Table
Photosynthesis	Overrepresentation among the DEGs of genes related to chloroplast relocation, regulation of stomatal movement, and water transport	ReViGo Networks (oligoarray)	Supplementary Figure S2
	Enrichment among down-regulated genes of Gene Ontology terms related to plastid, thylakoid, photosynthesis, and chloroplast	Enrichment (oligoarray)	Supplementary Table S5
	Down-regulation of genes involved in light reactions of photosynthesis and most of the Calvin Cycle	DEGs (RNA-seq)	Supplementary Figure S3
	Reductions in the photosynthesis rate and stomatal conductance	Physiology measurements	Figure 3
Hormones	Co-expression of genes related to ethylene, auxin, and ABA	Co-expression (oligoarray)	Figure 2
	Identification of hormone-related transcription factor binding sites	Identification of TFBS in co-expression genes	Figure 2
	ABA-related DEGs	Drought progression (qRT-PCR)	Supplementary Figure S7
	Ethylene-related DEGs	Drought progression (qRT-PCR)	Supplementary Figure S6
VQ protein as important regulation of drought responses	Top node in a co-expression network (M4) and 32 differentially expressed VQ protein-coding genes after 6 days of drought in leaves	Co-expression analysis (oligoarray) RNA-seq	Figure 2 Supplementary Table S7
Sugar Metabolism	Induction of PEPC, Tre6P in leaves Up-regulation of RFO biosynthesis Reduction of galactose catabolism Induction of sucrose synthesis	DEGs and MapMan (RNA-seq)	Supplementary Tables S6 and S7 Supplementary Figure S14
Amino acid to TCA	Amino acid–related categories in various modules of co-expression	Co-expression analysis	Figure 2 Supplementary Table S4
	Induction of enzymes involved in nitrogen assimilation	DEGs (RNA-seq)	Supplementary Table S7
	Induction of enzymes involved in amino acid catabolism	DEGs (RNA-seq)	Figure 3
Chromatin remodeling	Induction of histone-related genes	DEGs (RNA-seq)	Supplementary Table S7
Cell cycle, Cell Division	A higher percentage of repressed transcripts in roots	DEGs (RNA-seq)	Supplementary Figure S13
Cell Wall	Induction of expression in leaves and repressed expression in roots	MapMan (RNA-seq)	Supplementary Figure S11

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/23/9124/s1.

# Supplementary material for: Amino Acid and Carbohydrate Metabolism Are Coordinated to Maintain Energetic Balance during Drought in Sugarcane
**Source:** Int J Mol Sci. 2020 Nov 30;21(23):9124. doi: 10.3390/ijms21239124
**Supplement:** Supplementary file 1

**Supplementary Figures**

**Amino acid and carbohydrate metabolism are coordinated to maintain energetic balance during drought in sugarcane**

Augusto Lima Diniz^1†^, Danielle Izilda Rodrigues da Silva^1,2,3†^, Carolina Gimiliani Lembke^1^, Maximiller Dal-Bianco Lamas Costa^1,4^, Felipe ten-Caten^1^, Forrest Li^5^, Romel Duarte Vilela^6^, Marcelo Menossi^7^, Doreen Ware^5,8^, Lauricio Endres^6^ & Glaucia Mendes Souza^1*^

^†^These authors contributed equally to this work

*
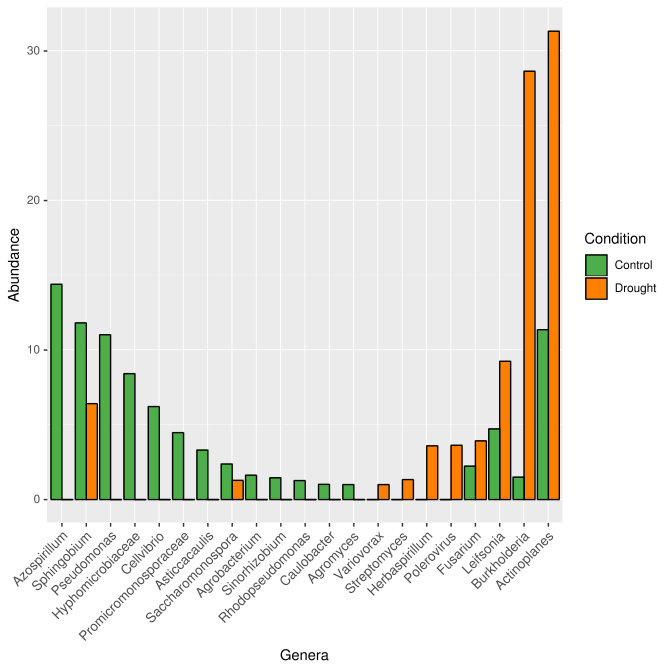
***Supplementary Figure 1 – Most abundant genera (> 1%) identified in control and drought libraries.**

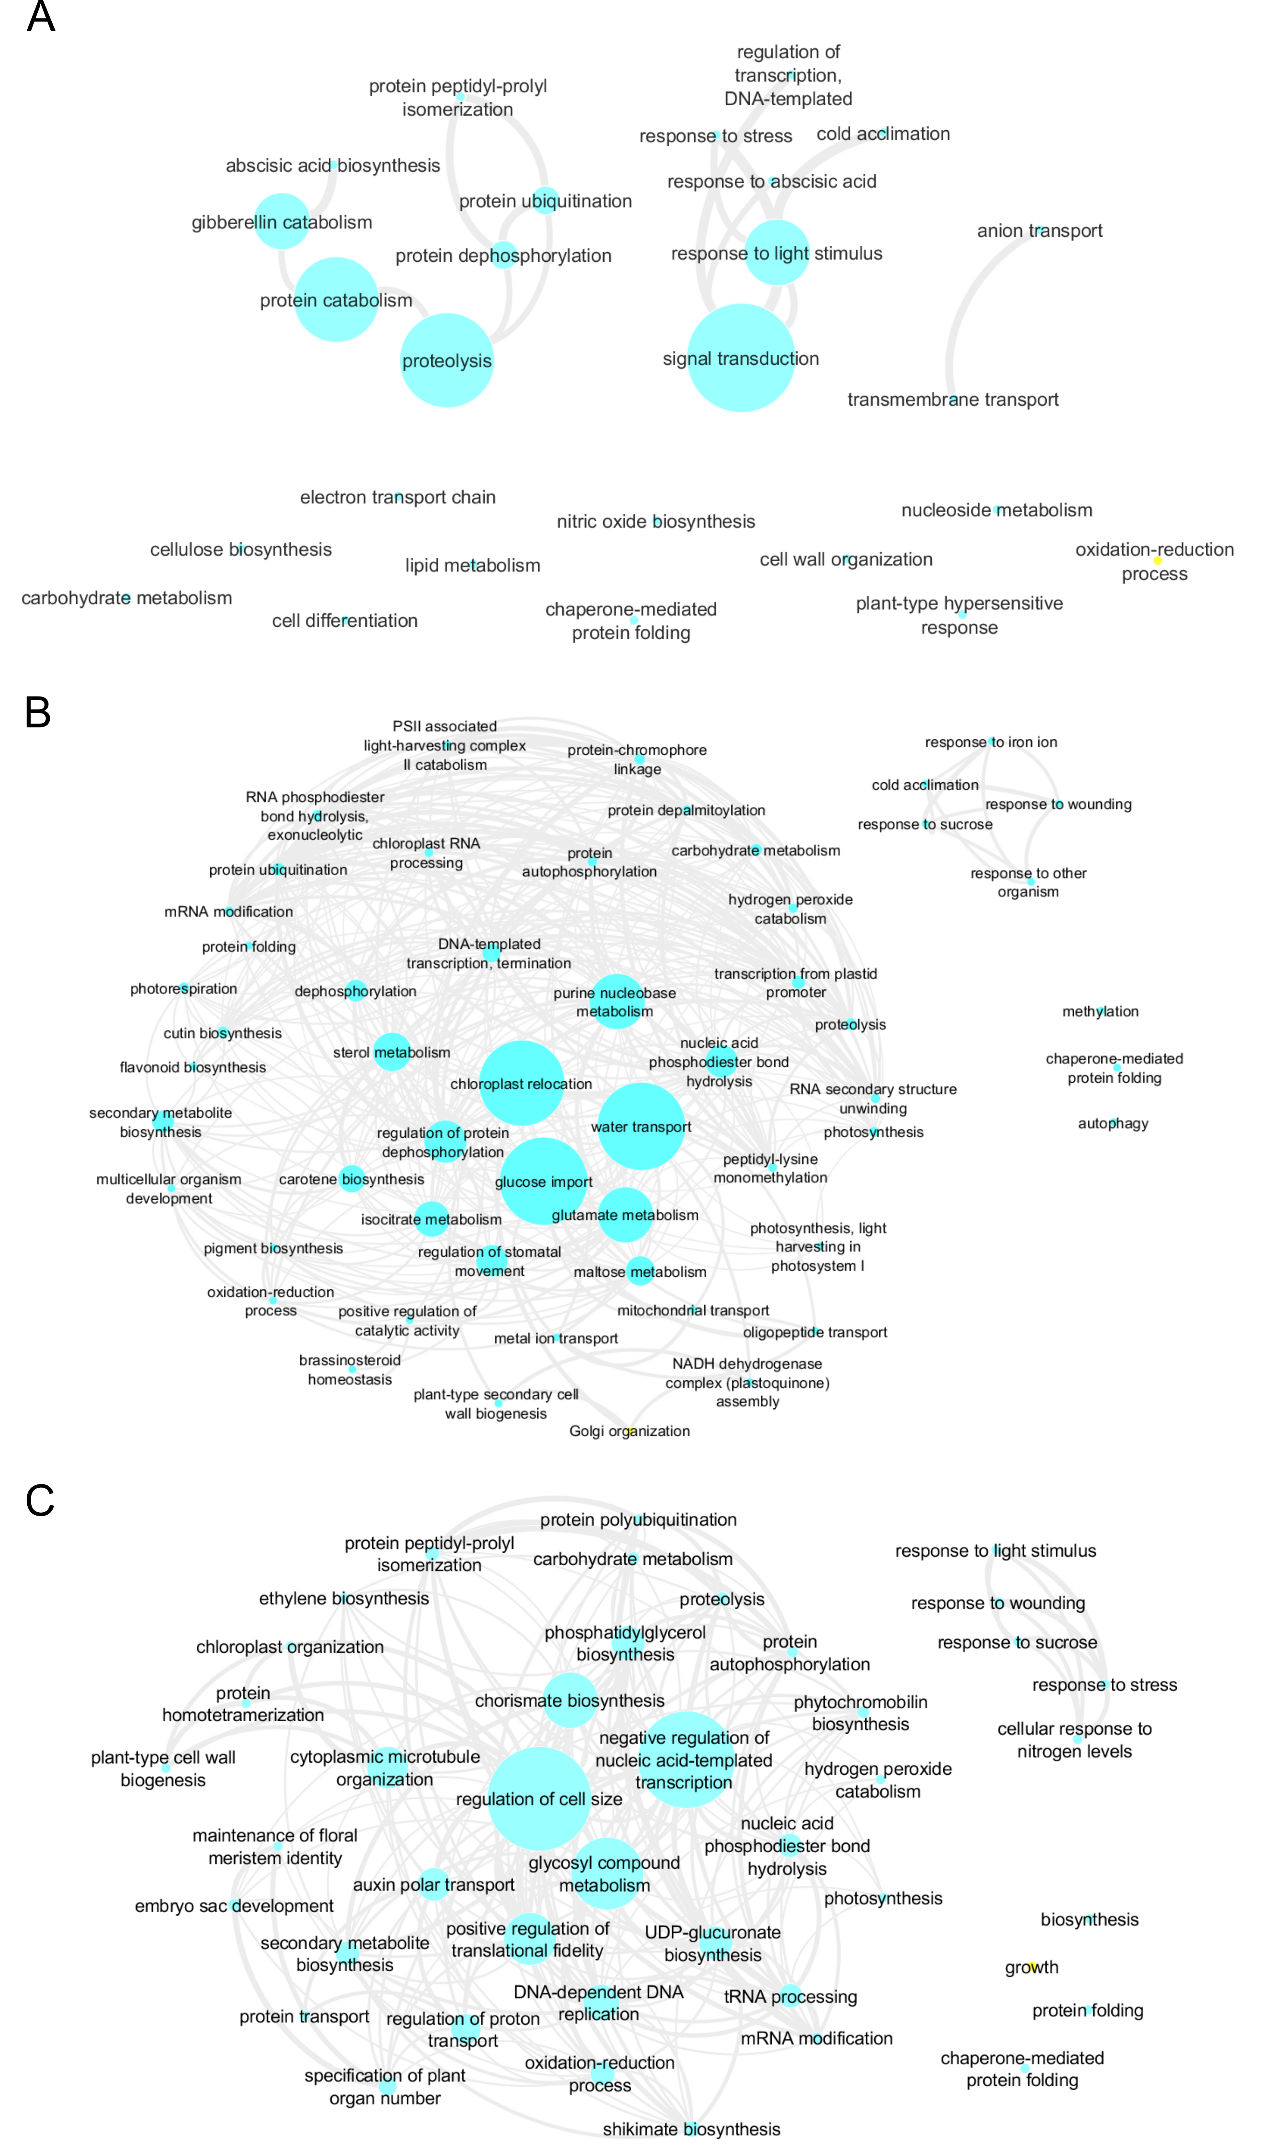

**Supplementary Figure 2 – ReViGo Networks summarizing differentially expressed transcripts in leaves, as detected by oligoarray, after 4 days (A), 6 days (B), and re-watering (C).**

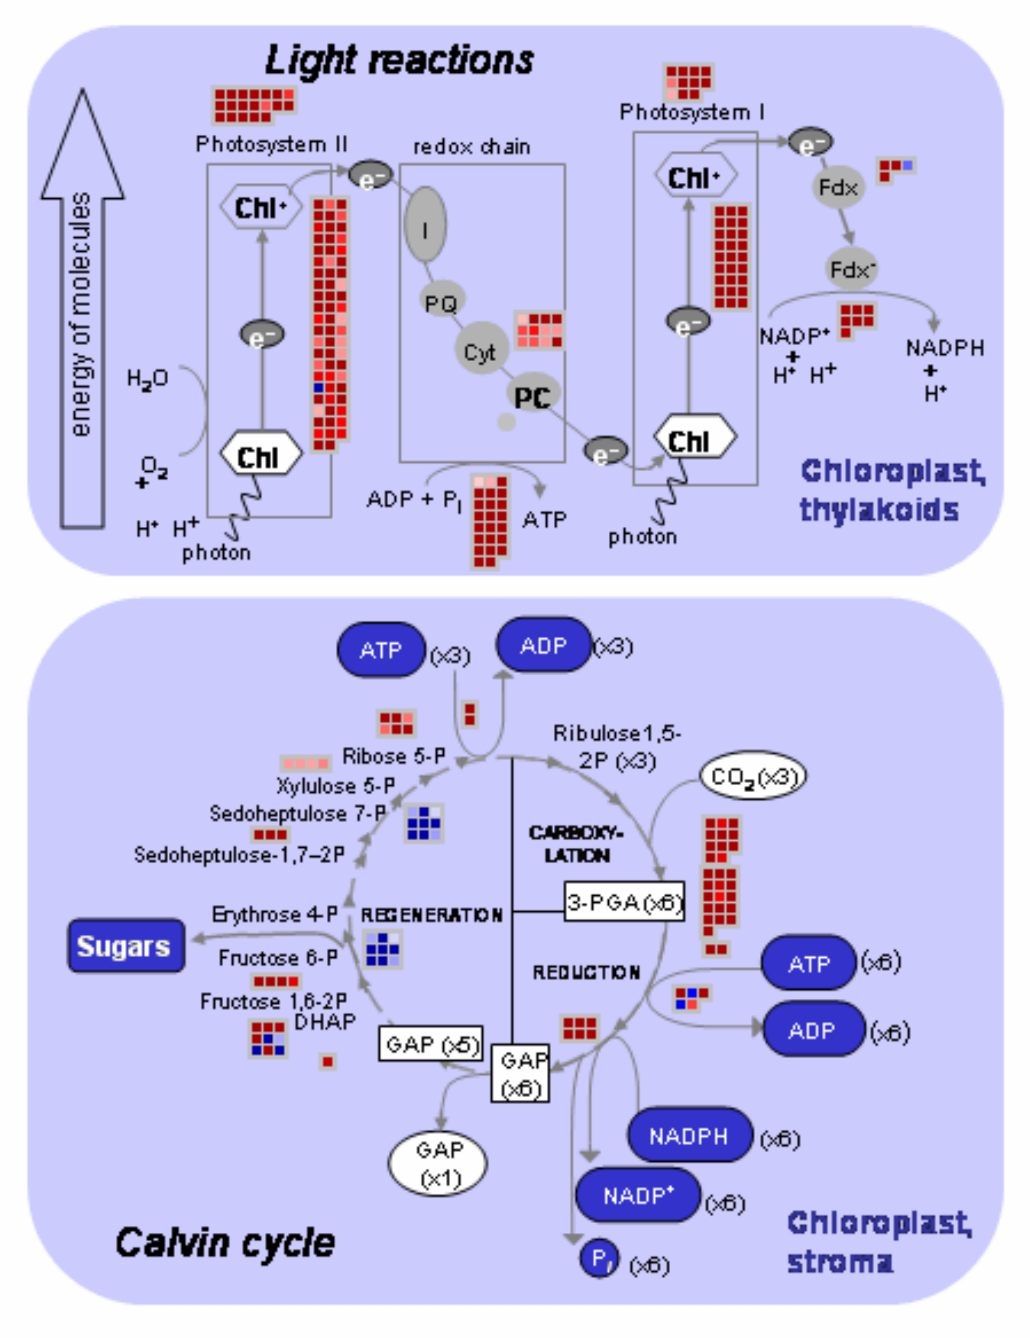

**Supplementary Figure 3 – Expression of transcripts from the photosynthesis and Calvin cycle are repressed**. Transcripts from the pentose phosphate pathway are induced. Mapman figures show repressed (red squares) and induced transcripts (blue squares) in RNA-seq data from leaves subjected to drought for 6 days.

1

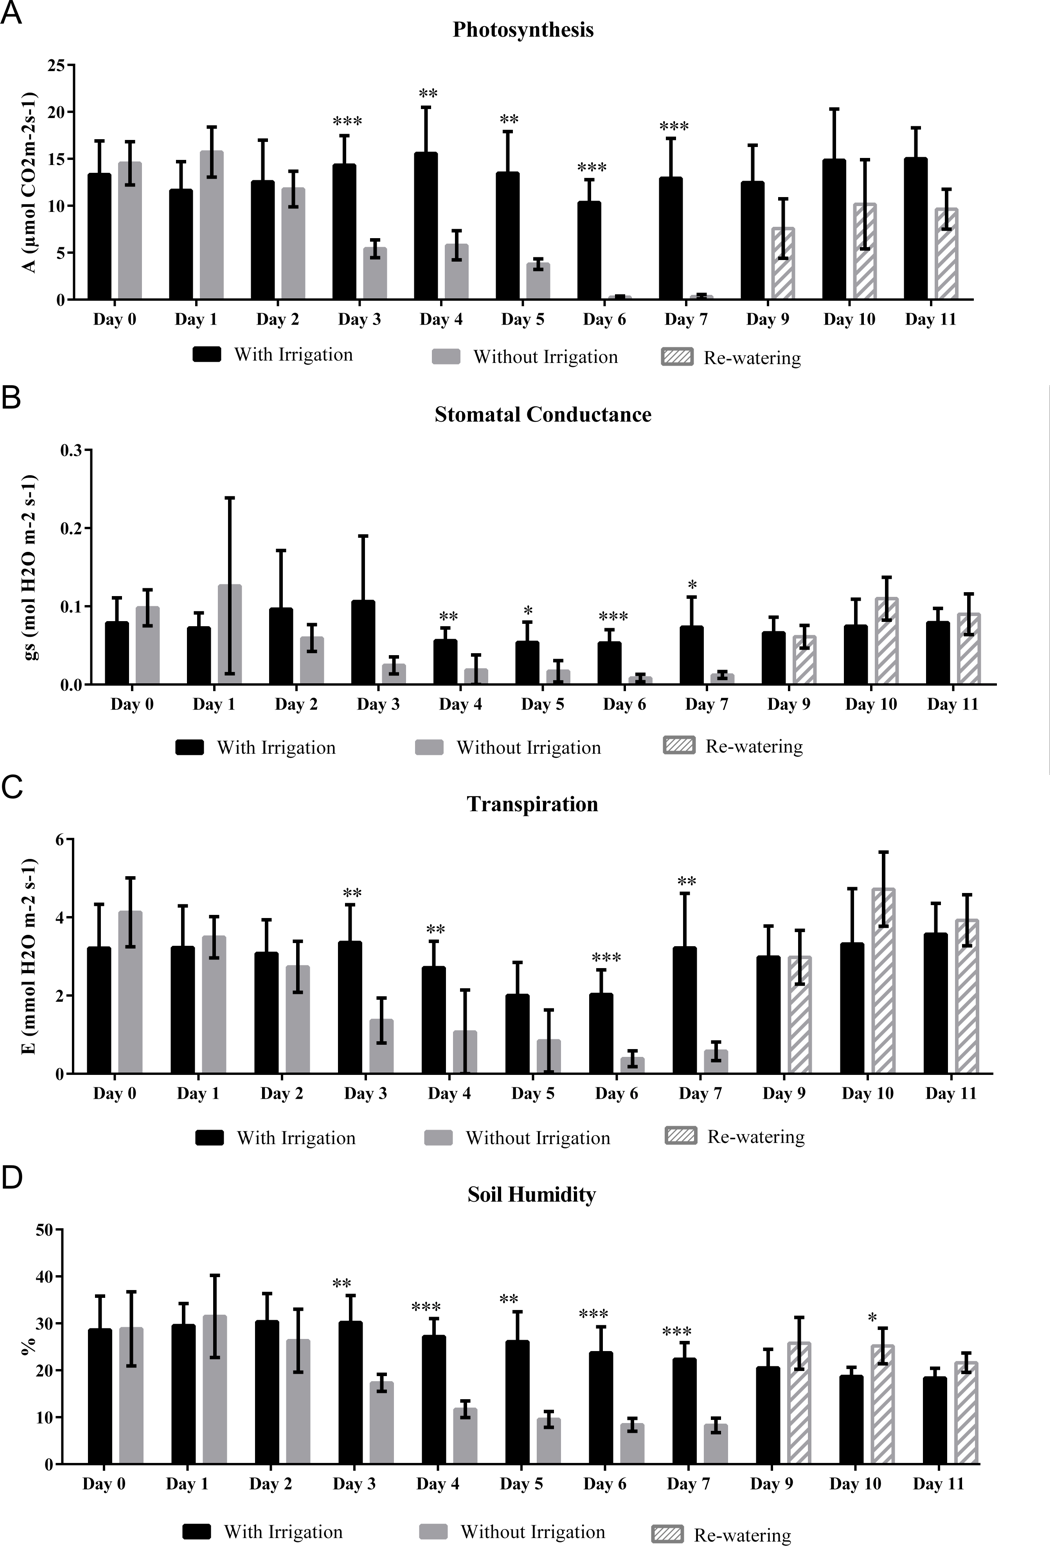

**Supplementary Figure 4 – Graphs of (A) photosynthesis, (B) stomatal conductance, (C) transpiration, and (D) soil Humidity during the 7-day drought experiment and after re-watering (day 9-11).** Water was supplied on the 8th day of the experiment. Drought stress was extreme after 6 days, and the plants fully recovered 24 hours after re-watering. Bars show standard deviation, and asterisks indicate significant statistical differences (t test); *; **; *** indicate p≤0.05; p≤0.01, and p≤0.001, respectively.

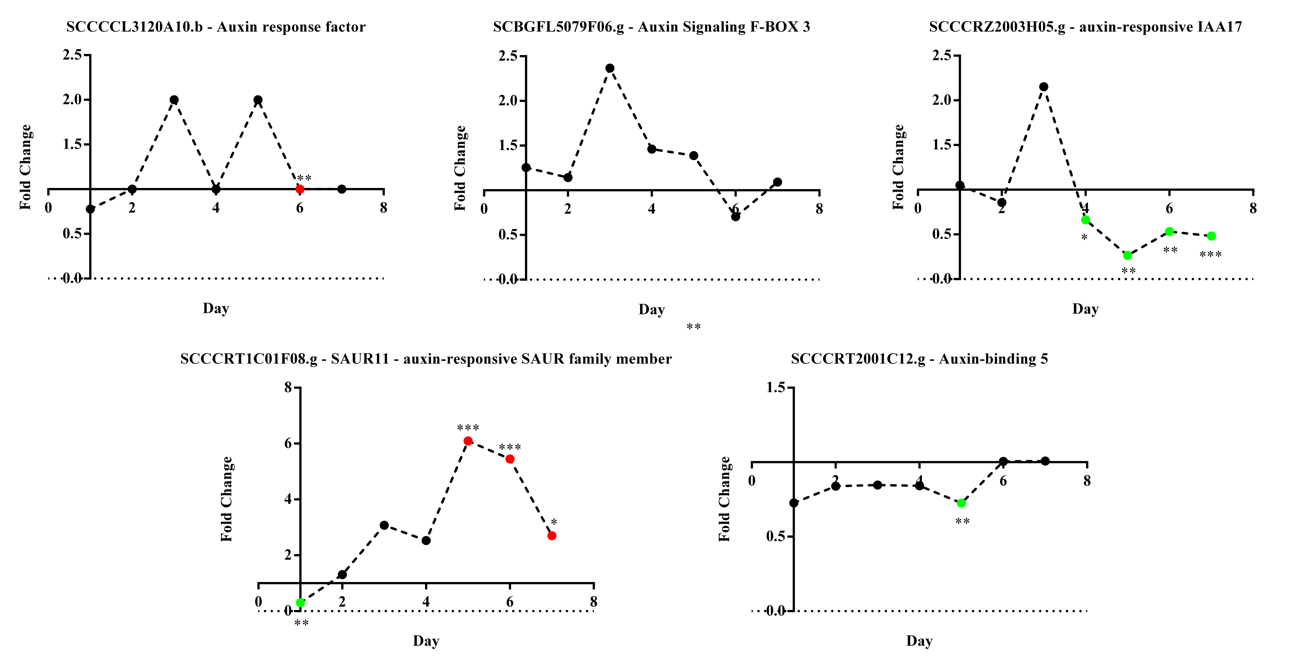

**Supplementary Figure 5 - Expression of genes related to auxin is modulated after 3 days of drought.**

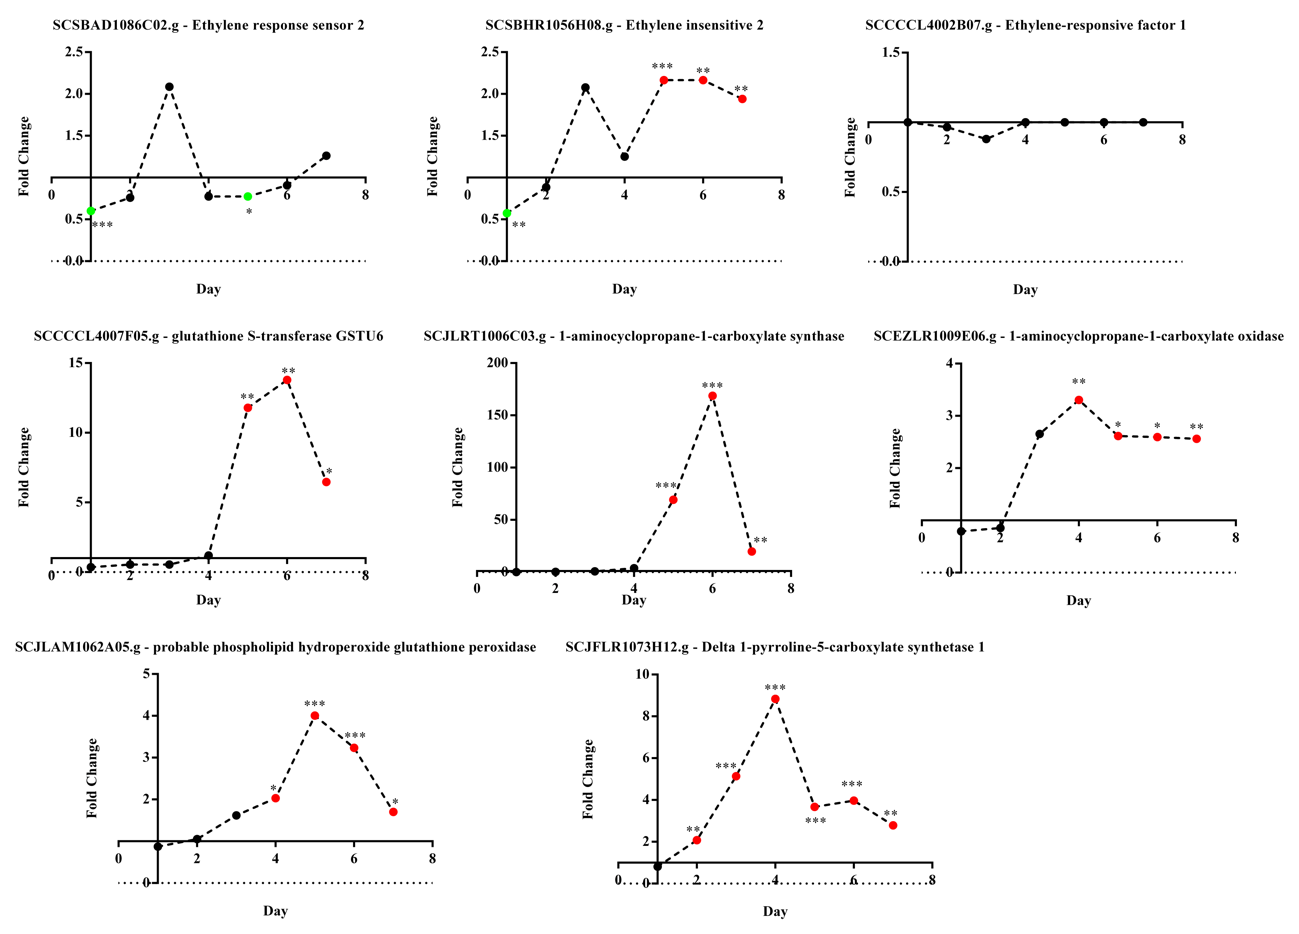

**Supplementary Figure 6 – Expression of genes related to ethylene under drought conditions, measured daily, for 7 days without irrigation.**

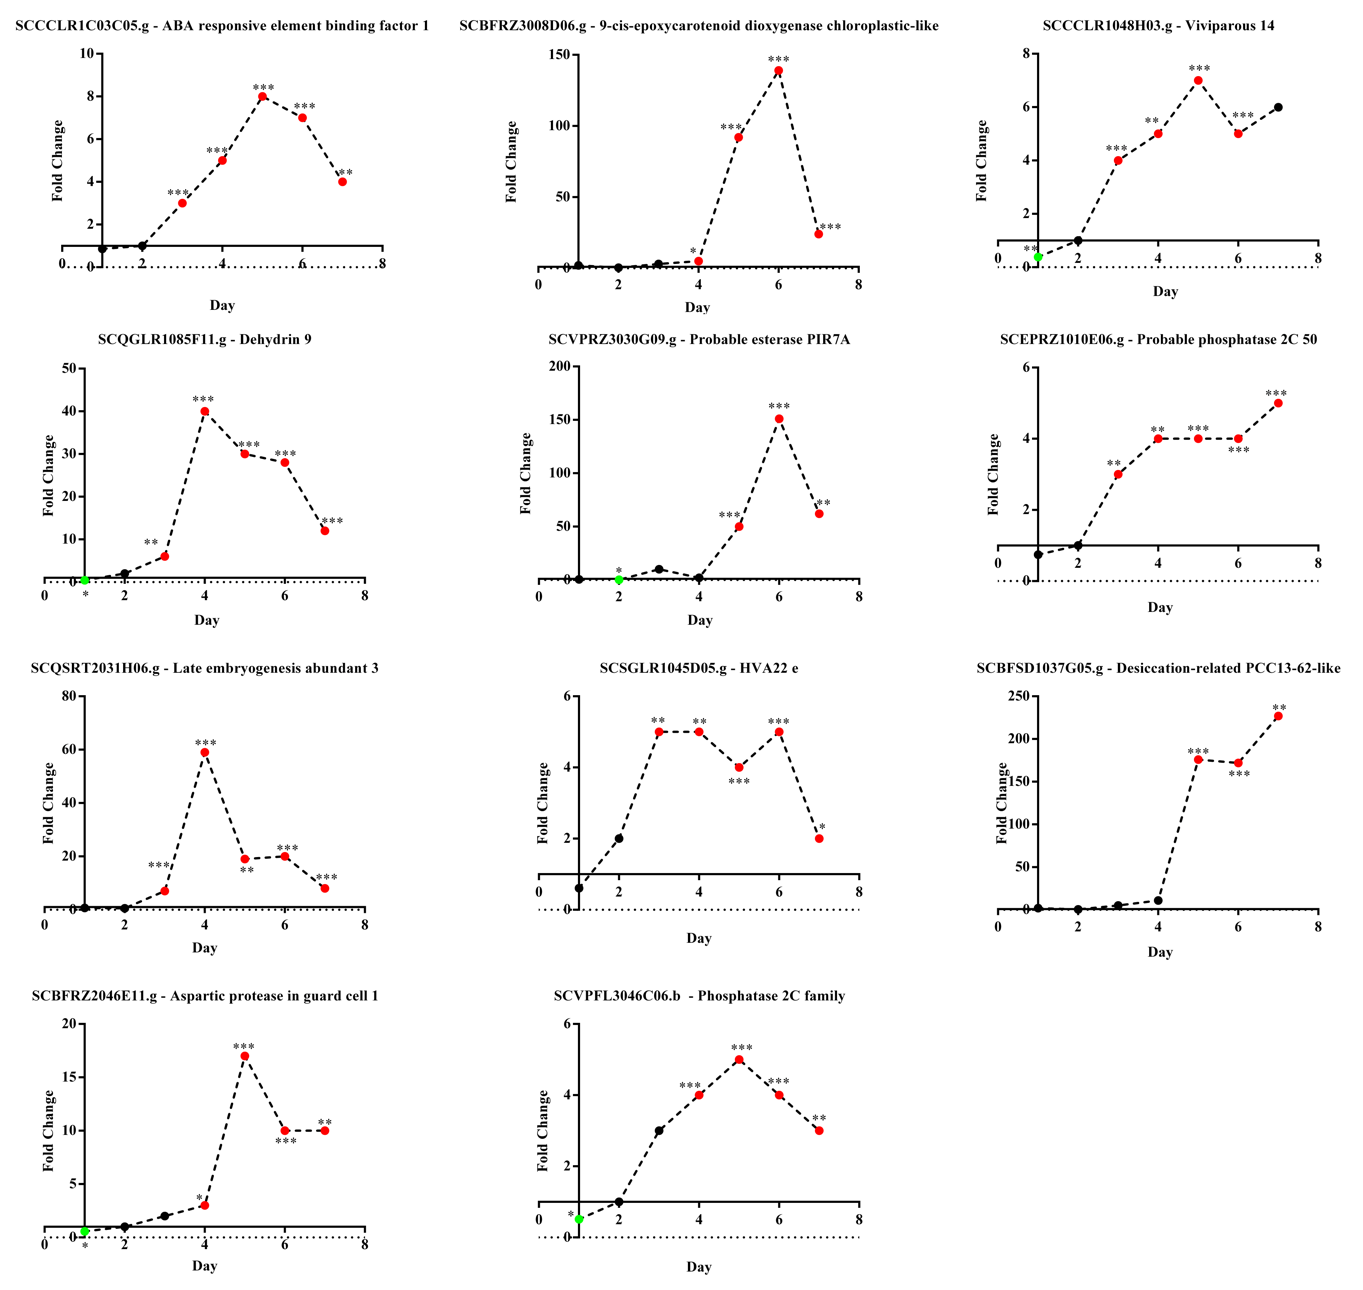

**Supplementary Figure 7 – Expression of genes related to ABA is mainly induced after 4 days of drought.**

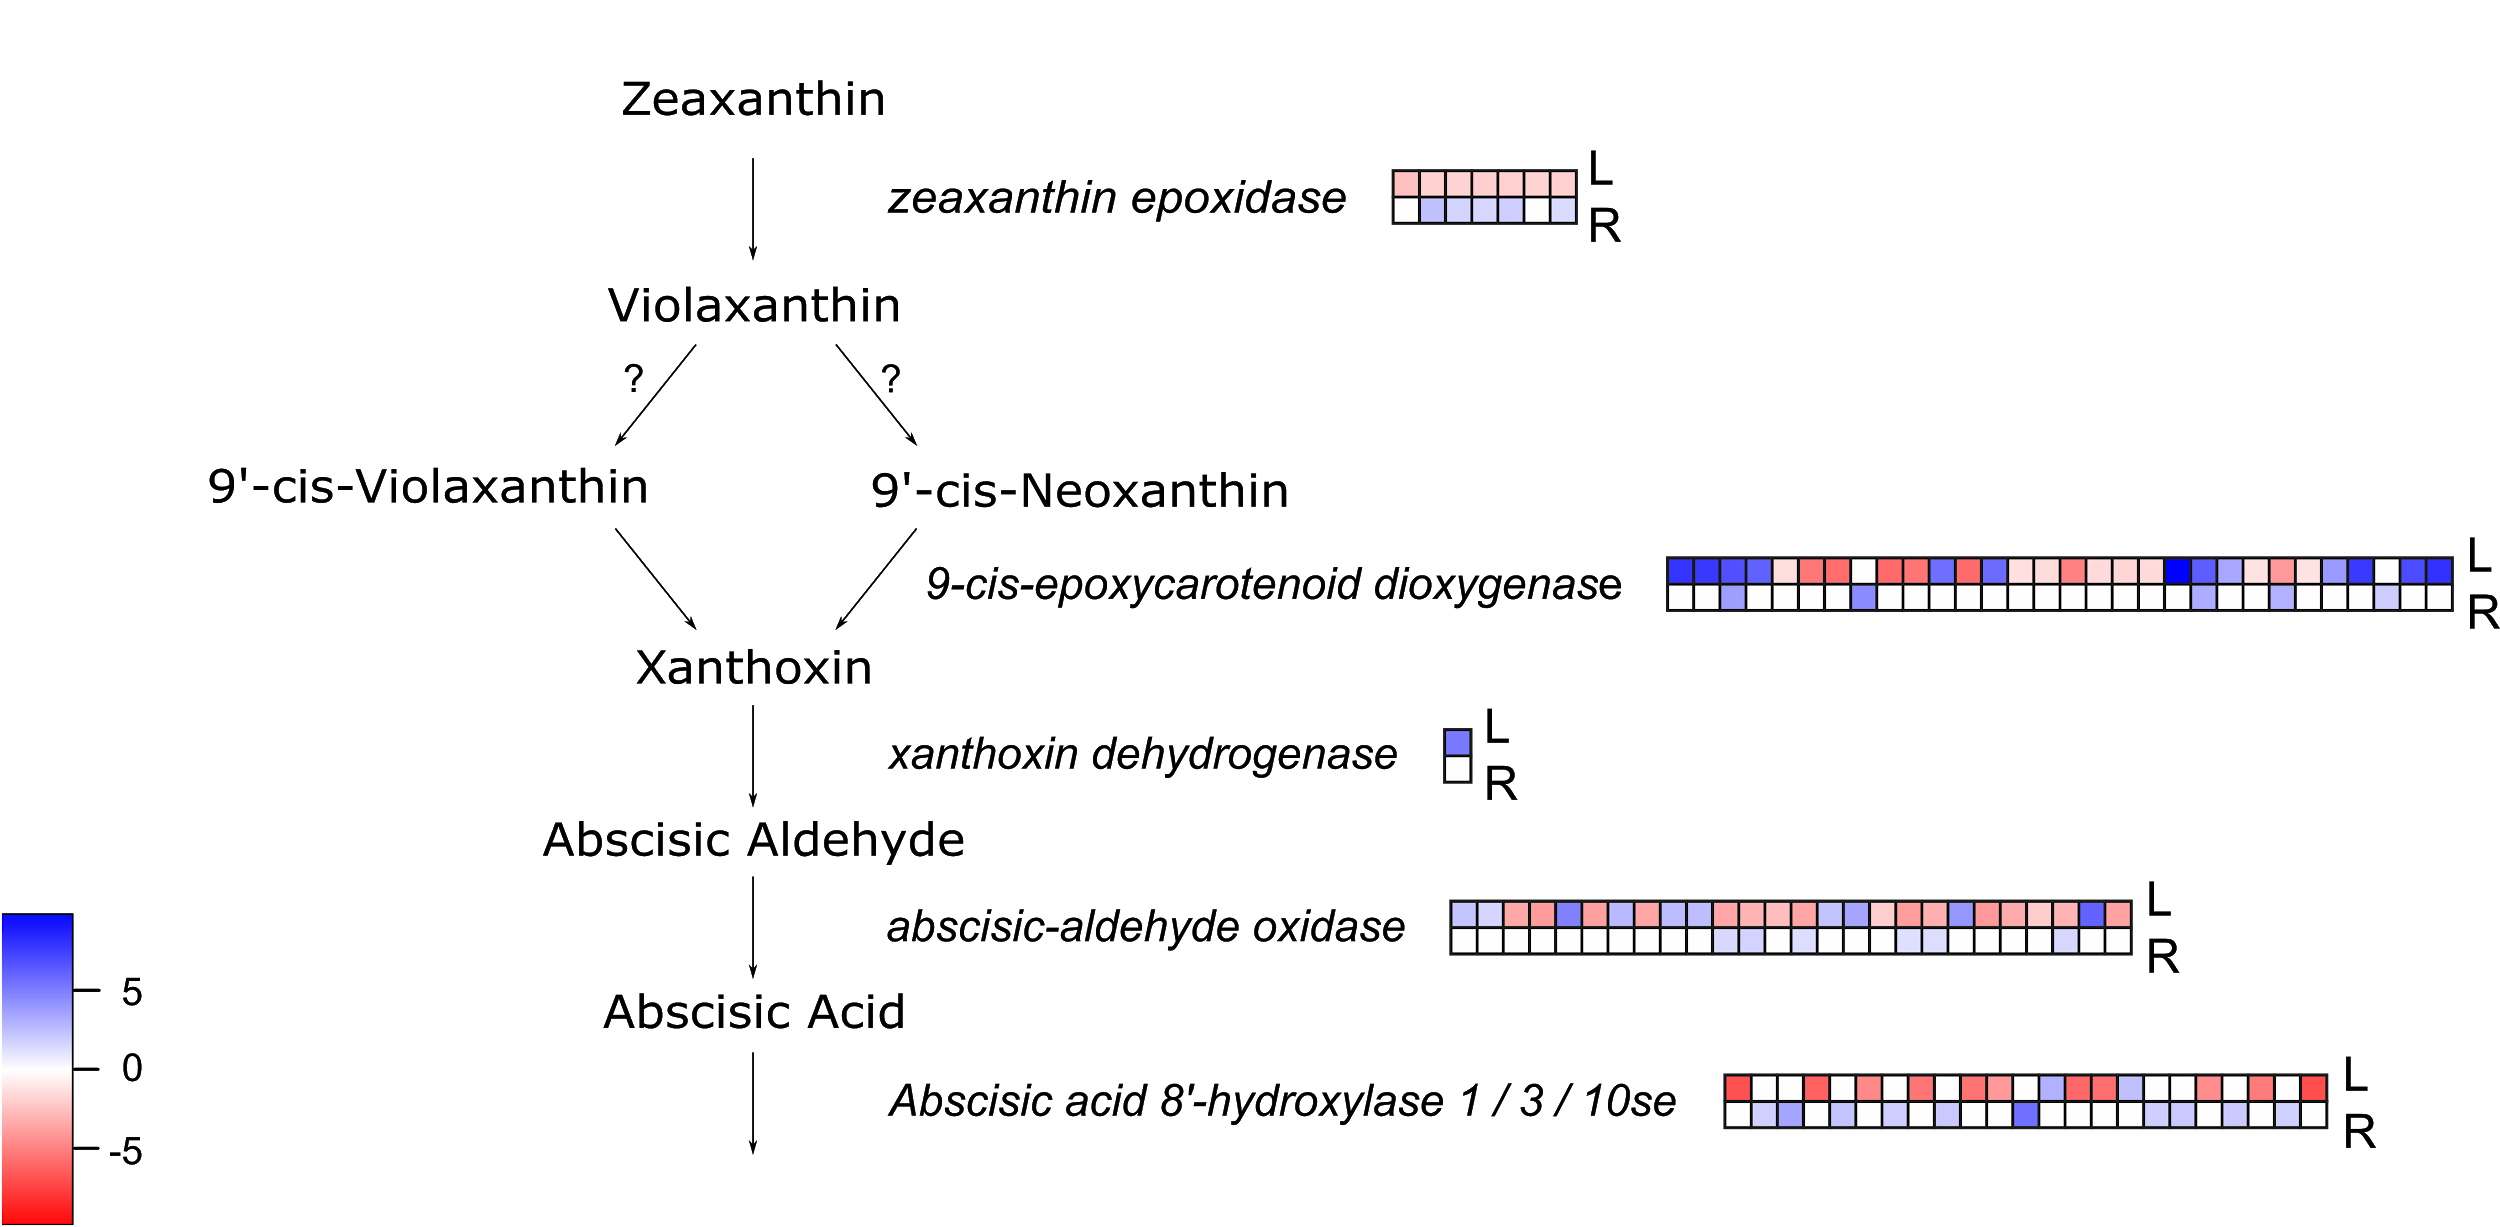

**Supplementary Figure 8 – Repression of the ABA biosynthetic pathway in leaves, and induction in roots, after 6 days of drought stress**. Each square represents expression of one transcript from the RNA-seq data after 6 days of drought. L refers to transcripts from leaf tissue, and R to transcripts from root tissue. Blue indicates induction and red indicates repression.

**A B**

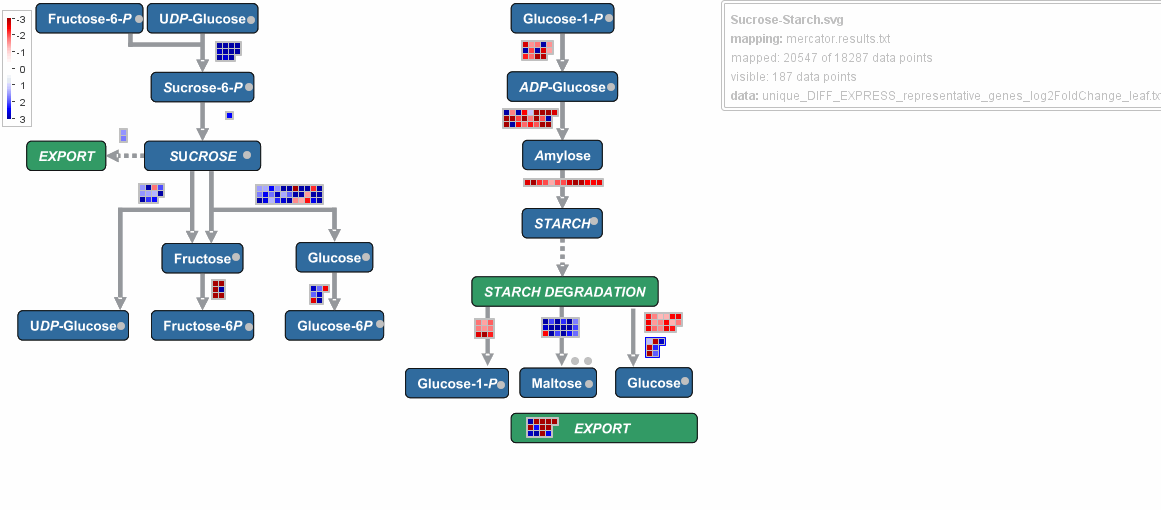

**Supplementary Figure 9 – Expression of transcripts related to sucrose synthesis (A) is induced, while starch metabolism (B) transcripts are repressed.** Mapman figures show repressed (red squares) and induced transcripts (blue squares) in RNA-seq data from leaves submitted to drought for 6 days.

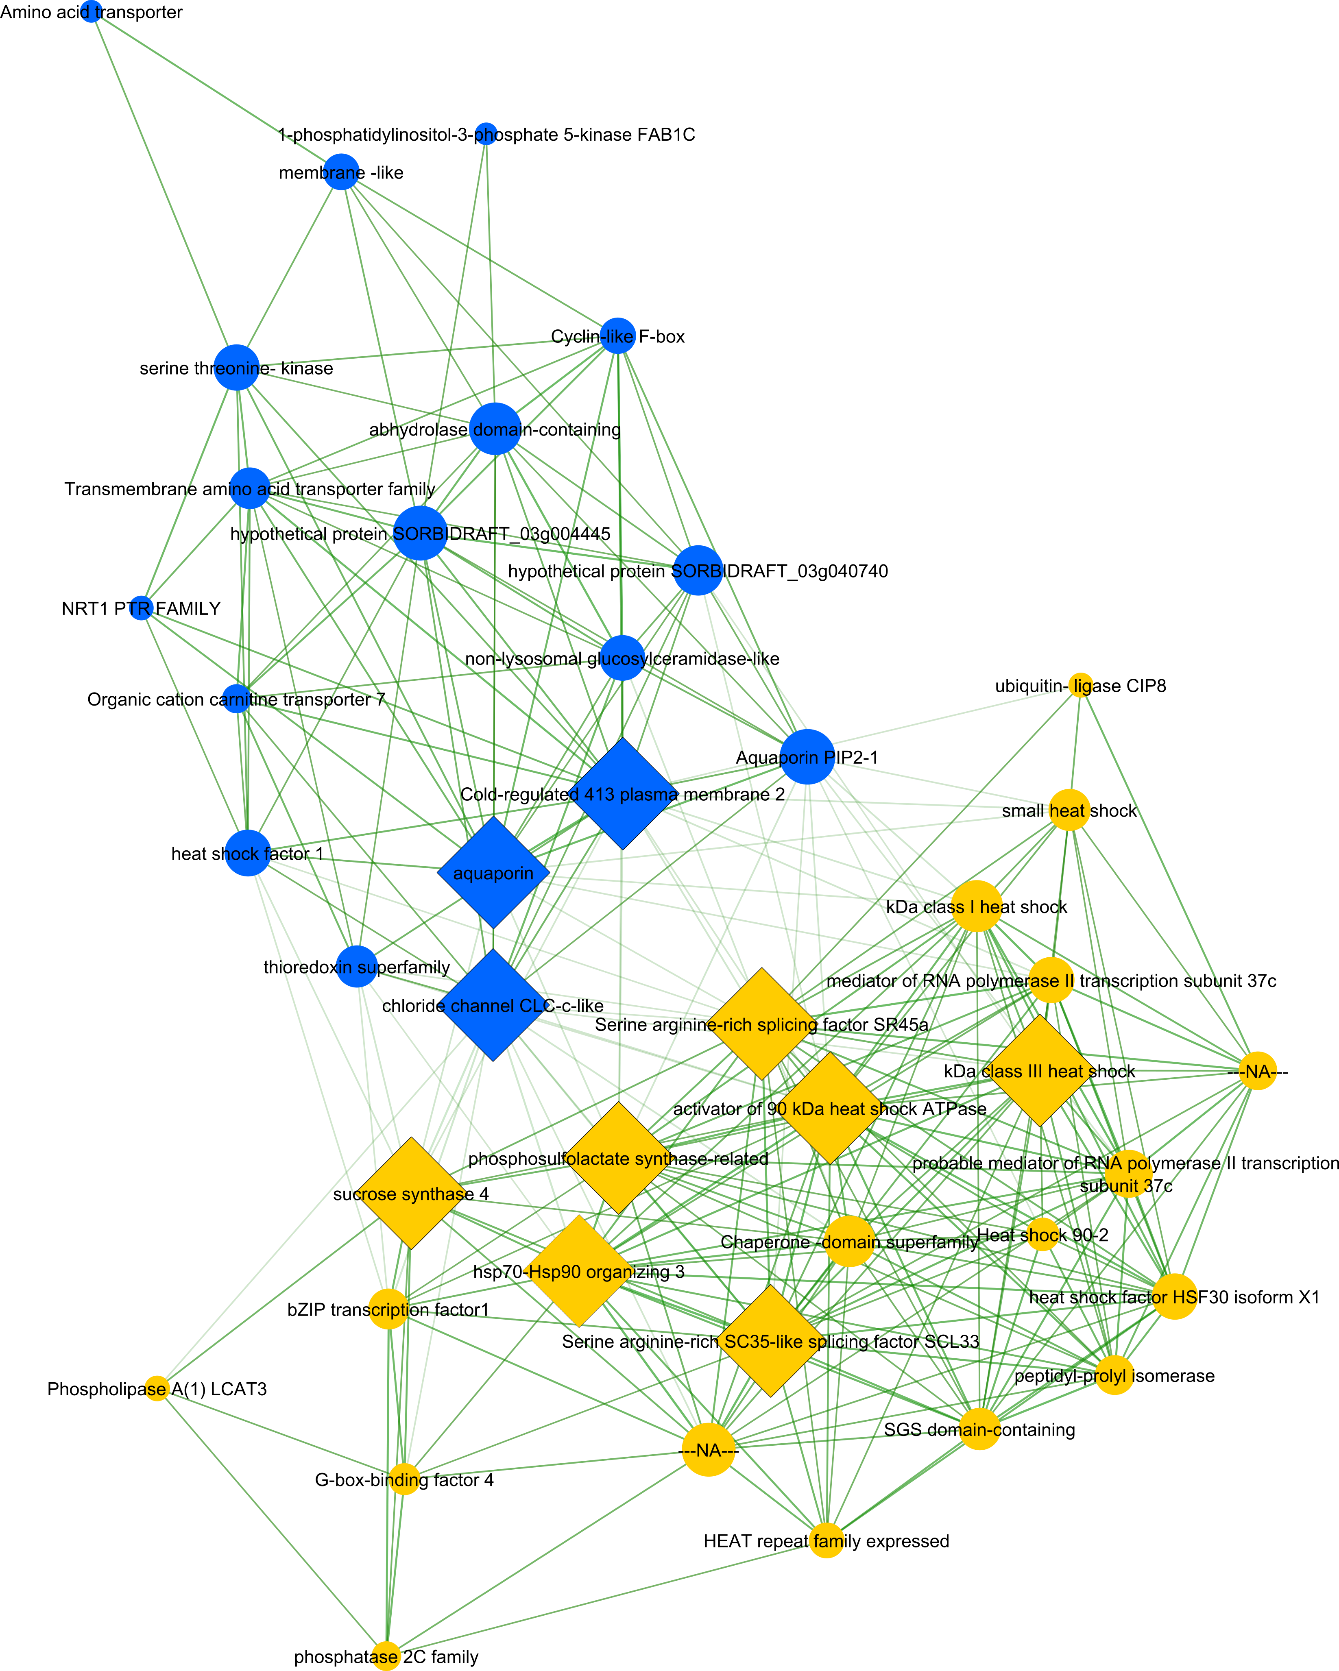

**Supplementary Figure 10 - M6 co-expression network obtained from the transcriptome of sugarcane submitted to drought.** Transcriptome data was analyzed using the CaneRegNet oligoarray platform. Diamonds indicate highly connected genes in the network (top nodes).

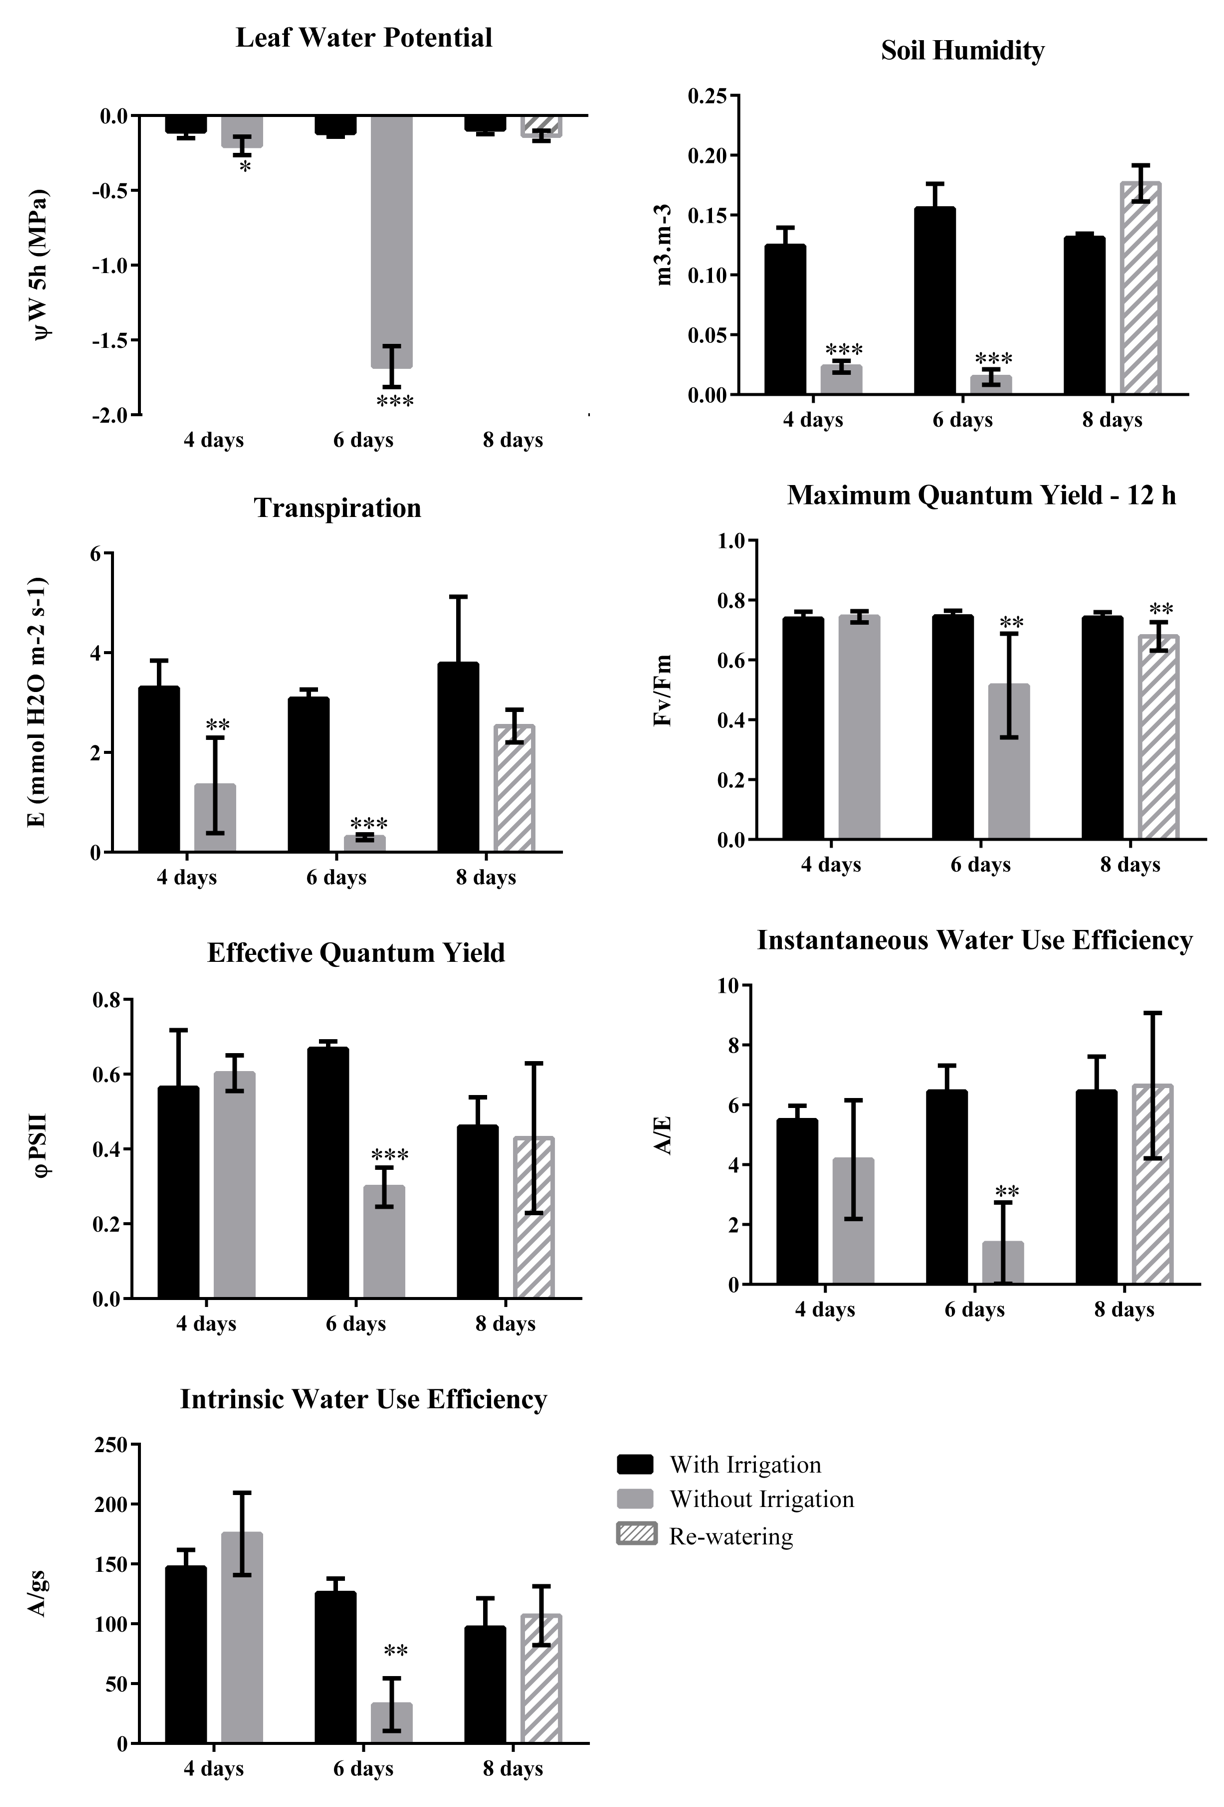

**Supplementary Figure 11 - Physiological measurements of sugarcane plants submitted to 4 and 6 days of water privation, and re-watering for 2 days after day 6 (8 days)**. Asterisks indicate significant statistical differences (t test): *, **, and *** indicate p≤0.05; p≤0.01, and p≤0.001, respectively.

**A B**

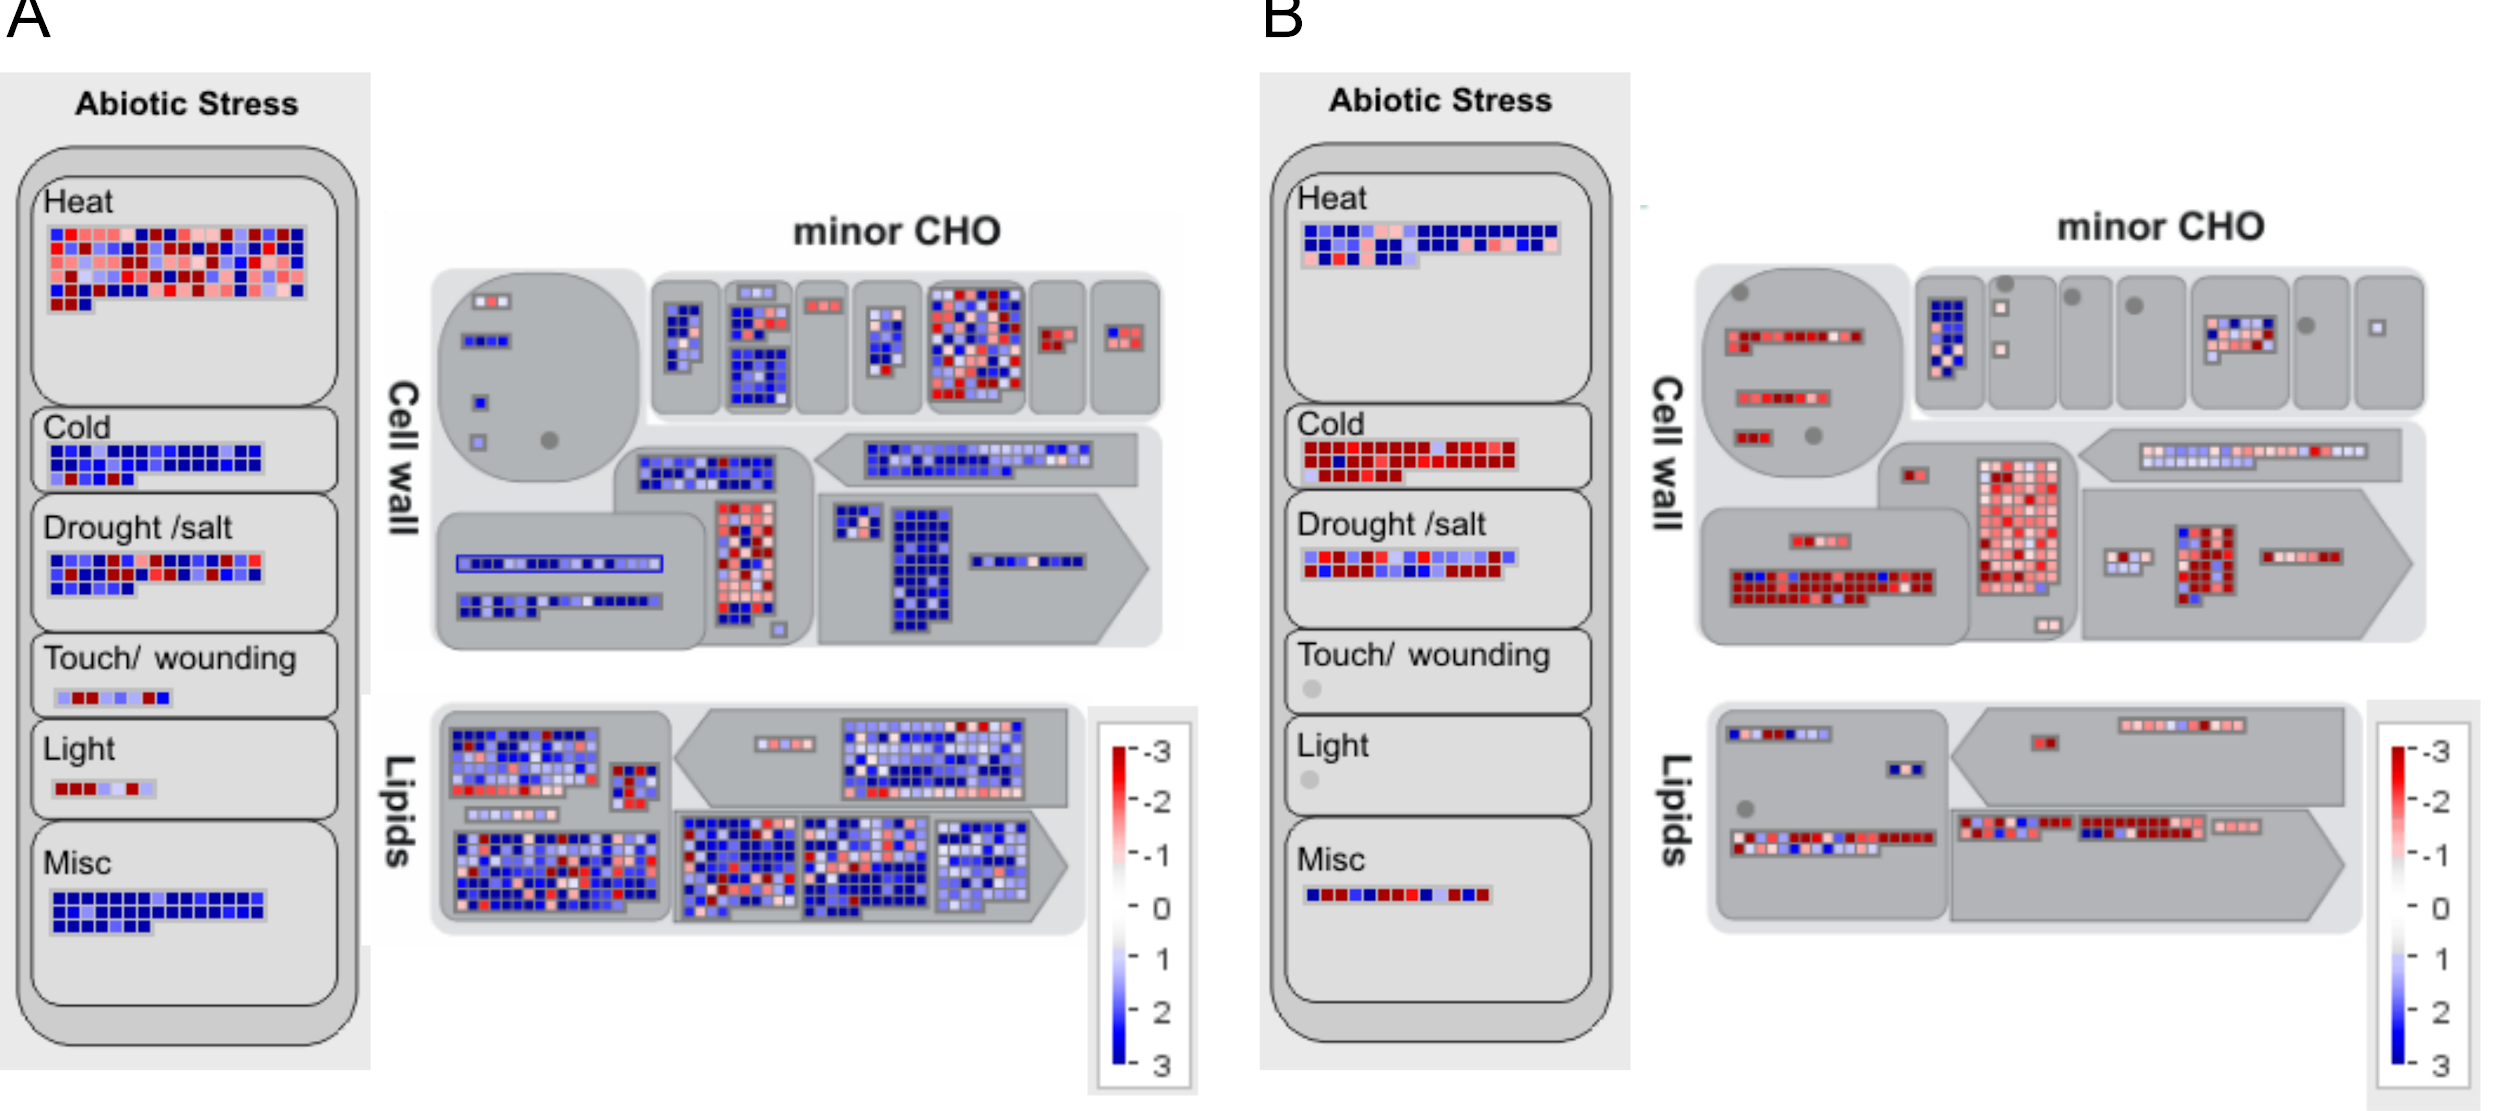

**Supplementary Figure 12 – Expression of transcripts related to abiotic stress, cell wall, and lipid metabolism are generally induced in leaves (A) and repressed in roots (B).** Transcripts from the pentose phosphate pathway are induced. Mapman figures show repressed (red squares) and induced transcripts (blue squares) in RNA-seq data from leaves and roots submitted to drought for 6 days.

**
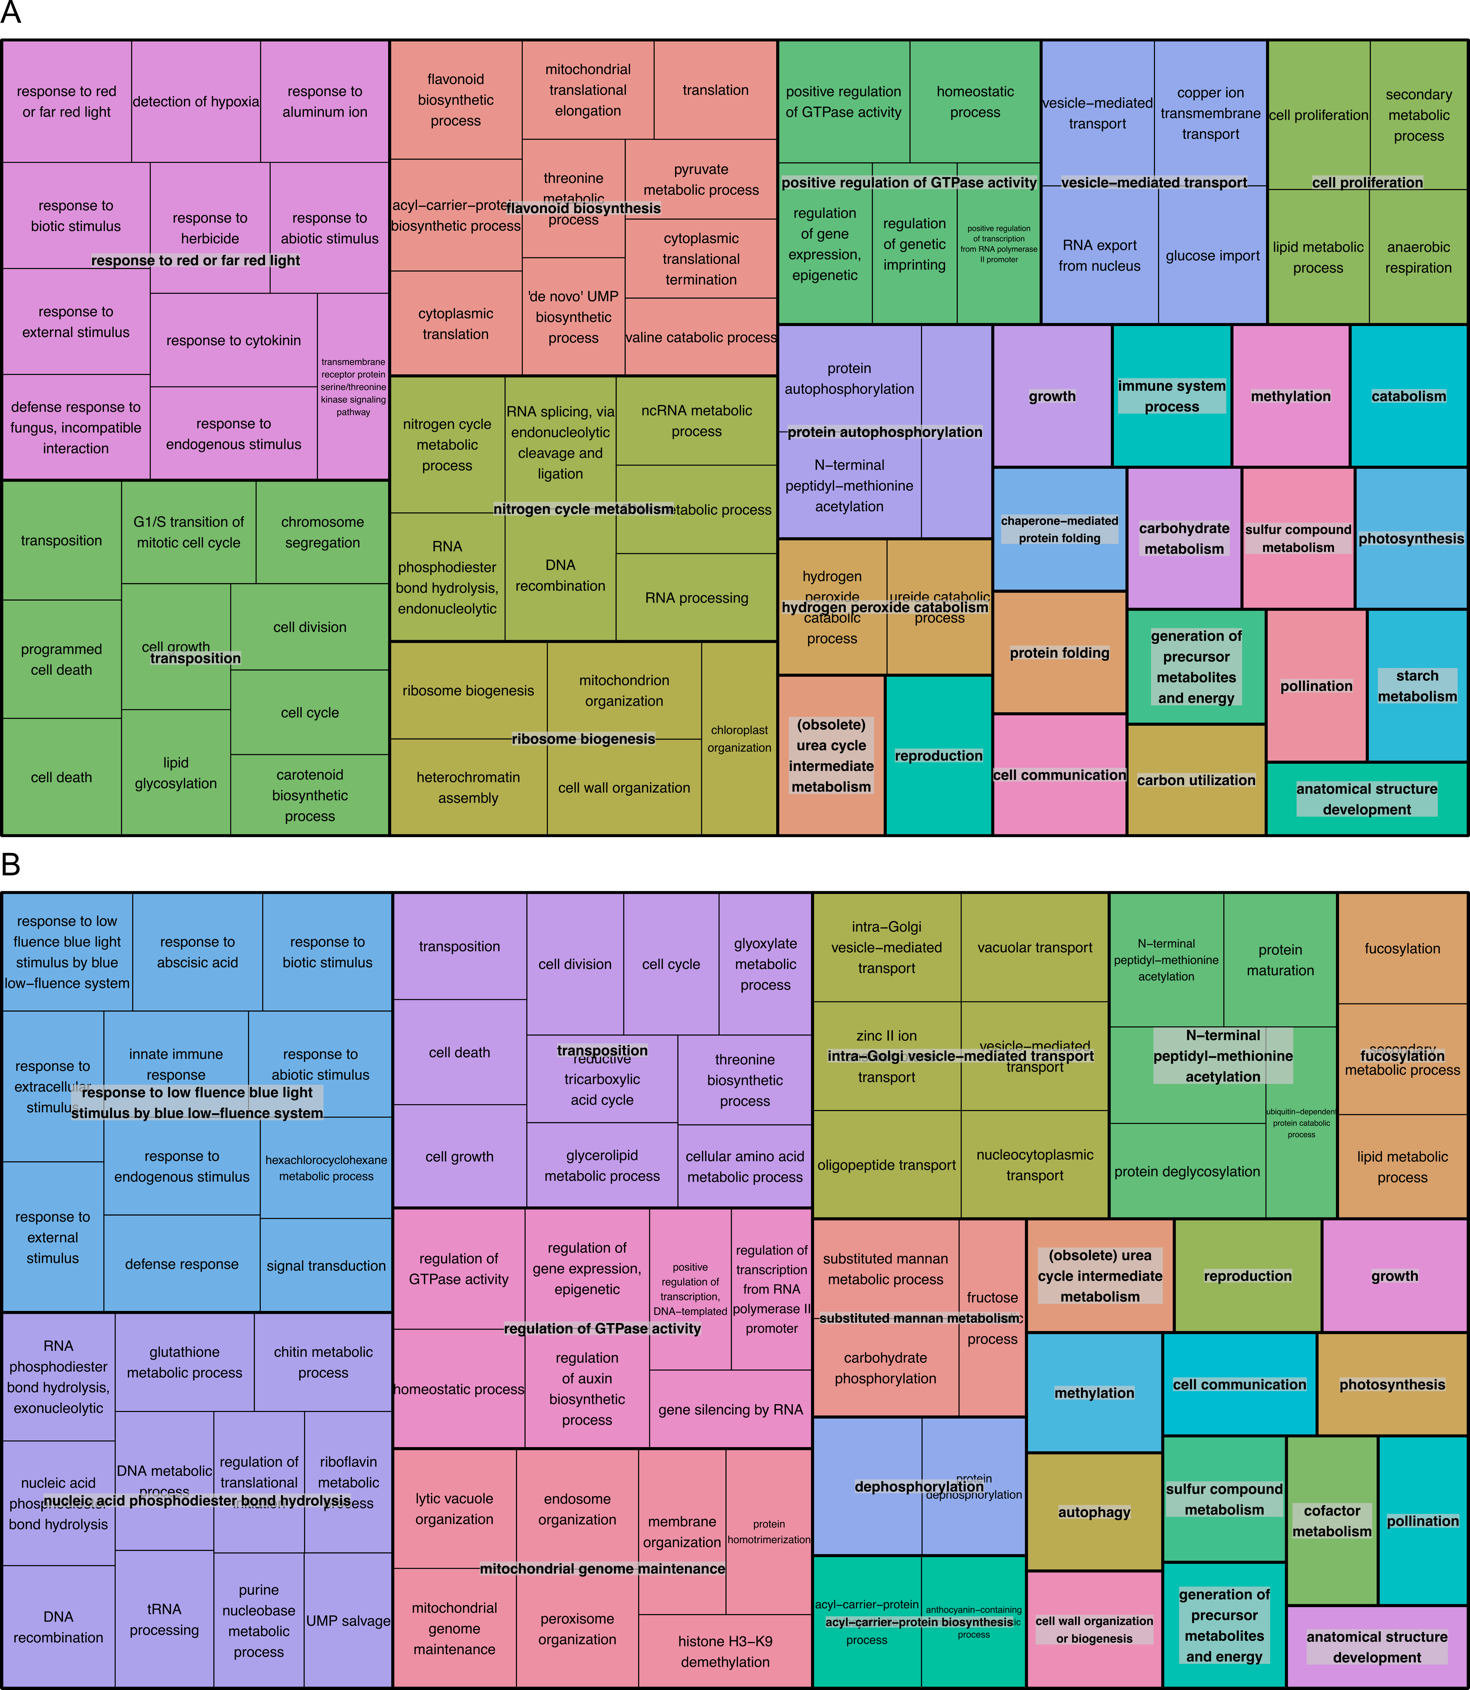
**

**Supplementary Figure 13 – Cluster analysis (REViGO) of genes responsive to drought.** Transcripts with log fold change of at least 2 (A: up-regulated) and -2 (B: down-regulated) in the oligoarray experiments and coefficient of variation higher than 120 were clustered. 

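With a coefficient of variation above 120% over the 24 channels and a log2 ratio of at least 2 in size, leaves after 6 days had 95 probes higher and 105 lower, and roots 70 higher and 105 lower. Of these, 93 and 94 were differentially expressed in leaves and 63 and 96 in roots. After 4 days there were 11 higher and 5 lower in leaves and 30 higher and 9 lower in roots. After re-watering there were 7 and 6 in leaves and 4 and 10 in roots. Without the limit on the coefficient of variation, leaves after 6 days had 308 probes higher and 265 lower, and roots 115 higher and 155 lower.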

Highly overrepresented biological process categories are shown.

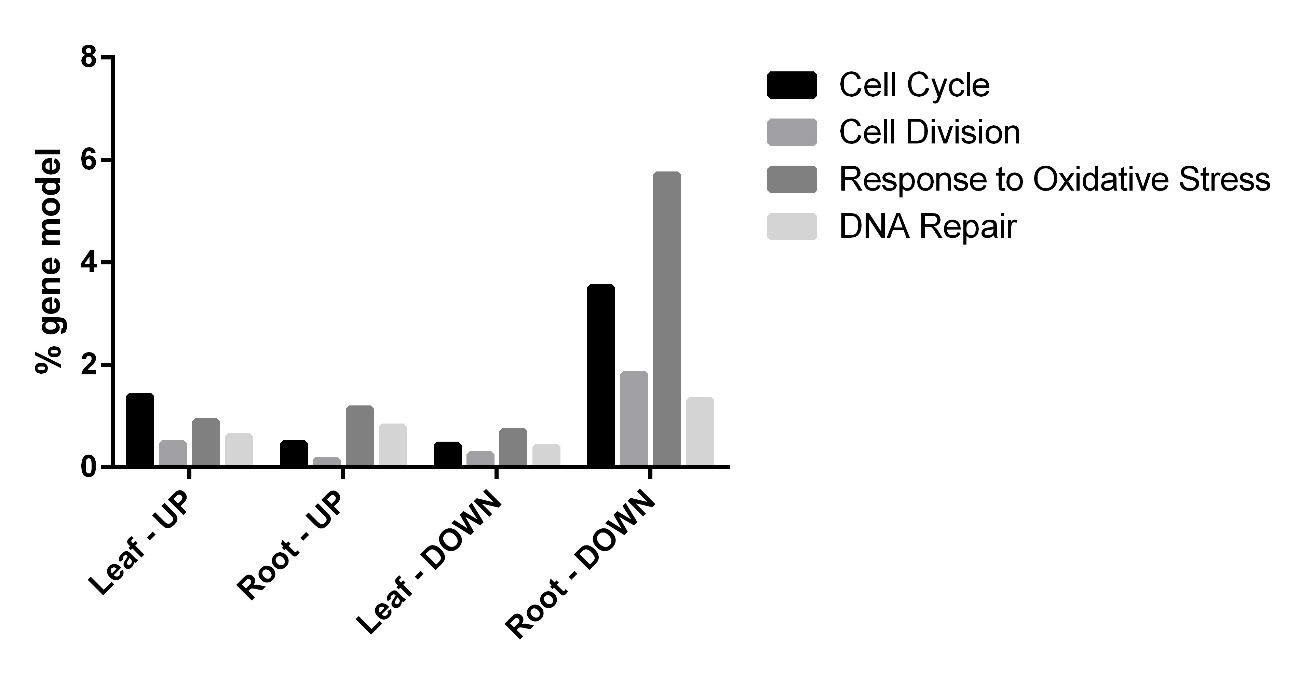

**Supplementary Figure 14 – Percentage of differentially expressed genes involved in cell cycle, cell division, redox, and DNA repair during re-watering after drought.** More genes in these categories were repressed in roots after drought stress.

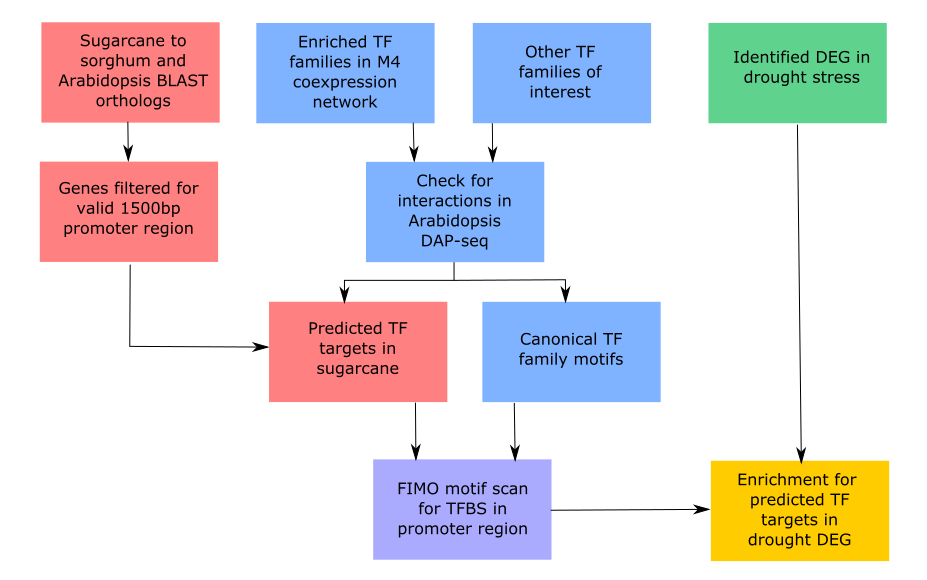

**Supplementary Figure 15 – TFBS enrichment analysis workflow.**

How the deposited data were processed for this re-analysis (not part of the article)

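Leaf and root RNA of greenhouse-grown sugarcane was measured on 12 dual-colour Agilent oligoarrays at 4 days and at 6 days without irrigation and 2 days after water was given again, with 2 arrays in each of the 6 groups. The authors deposited, for every array, the intensity of each spot in Cy3 and Cy5 as read by Feature Extraction from images of a GenePix scanner, together with local background intensities and flags. These intensities are not normalized. The files the authors deposited also hold processed intensities, which Feature Extraction corrected for background and for the dyes, and log10 ratios of Cy5 over Cy3, which it computed from the processed intensities before deposit and which were not used here. The authors further deposited a table of log2 ratios. Set against the scanner values of each array, it follows the log2 ratio of the median signals of stressed over irrigated plants, without normalization. The paper states a Lowess normalization in R and a selection of differentially expressed genes with the HT-self method, and neither step is included in the deposited values. The self-self hybridizations that HT-self uses were not used here.

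From the scanner files, mean signals were corrected with the local background by normexp with an offset of 50, normalized within each array by loess, turned to stressed over irrigated plants and averaged over repeated spots. Control spots were left out after the background correction, and so were spots flagged as outliers, which left 76 probes without a value in at least 1 group. Saturated spots were kept. Values were computed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and figures in Python 3.11.15. Probes well above background on both arrays of at least 1 group, in the channel of the stressed or of the irrigated plants, entered the test, which left 11977 of 21902 probes. All groups shared 1 model with 6 coefficients, 6 residual degrees of freedom and a prior of 2.99 degrees of freedom with a prior standard deviation of 0.288. Differences between tissues and between time points were contrasts of the same coefficients. The Benjamini-Hochberg adjustment was made within each contrast, with a threshold of 0.05.

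The replicate number gives the orientation of the dyes on every array. Leaf and root arrays of the same number and day come from the same plants according to the sample labels, so 6 pairs of stressed and irrigated plants lie behind the 12 arrays. The deviations of leaf and root from their group means correlated across probes with r = -0.0736 at 4 days, 0.108 at 6 days and 0.175 after re-watering. The replicate number was used as a block in an alternative, and the plants in another, which was fitted to the 11479 probes measured on all arrays and left 3 residual degrees of freedom. The design set at the start has no plant block. After loess, 0 of 11976 probes had an adjusted p under 0.05 for the replicate term. After median centring, 8024 had one. The arrays lie on 3 slides with 4 arrays each. Leaf at 4 and 6 days share slide 1, leaf re-watering and root at 4 days share slide 2, and root at 6 days and root re-watering share slide 3. Each group thus lies on 1 slide, and groups and slides together have the rank of the groups alone, 6, so a block for the slide could not be estimated beside the groups.

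The number of arrays limits the precision. Data were simulated for the comparison of leaves after 6 days, with 11977 probes. Of these, 66 changed by a log2 ratio of 1 in size, 67 by 2 and 67 by 3. The model recovered 57.6%, 85.1% and 97% of them, and 10 unchanged probes passed the threshold. The spread of a probe was alike in all groups, and no dye effect was added. Far fewer probes changed than the 2257 found in the real comparison, so these rates need not hold there. A rule like HT-self, in which both arrays had to lie outside the 95% limits of the replicate difference divided by 2 in windows of 1000 probes by intensity, let 198 unchanged probes pass in the same simulation. With an effect of the plant added to it, the fit with the plants as a block recovered 15 of 66 probes at 1, 56 of 67 at 2 and 61 of 67 at 3, and 9 unchanged probes passed.

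The samples, the tests of differential expression, the alternatives other than 3 named as added later, and the rule for naming genes were fixed before the data were examined. Which tests of explanations were chosen later is said in the closing parts. By that rule the text names each SAS that the paper names and a probe is paired with, and for each contrast up to 3 sense probes with the largest rise and fall among those past the threshold, changed in the same direction and well above background in both channels. Fewer are printed, since probes without a SAS identifier are limited to 2 that rose and 2 that fell. The probes of photosynthesis, heat shock proteins, ribosomal proteins, cell division, type 2C protein phosphatases and nitrogen assimilation come from keyword lists that were also fixed beforehand, but they lie outside that rule, and the contrasts in which they are printed were chosen after their values were seen. Only the first 1394 of the 17012 rows of Supplementary Table S2 paired probes with a SAS identifier and annotation here, and 1034 of these probes were tested. No test of gene sets or of enrichment was run on this part of the table.

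The alternatives were no background correction, the processed intensities of Feature Extraction, median centring in place of loess, Aquantile after loess, the deposited log2 ratios, no filter on dim probes, a filter on all 24 channels, the replicate number as a block, arrays of 1 tissue only, array weights, an intensity trend with robust estimation, an adjusted p under 0.01, a change of at least 2-fold, the rule like HT-self, and each array left out in turn. Leaving out an array leaves 1 array in its group, which is then assumed to vary like the other groups. Median centring and the deposited log2 ratios, each with the replicate number as a block, and the plants as a block were added after the data were seen.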

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

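Each pattern here is a number of probes whose log2 ratio differed between tissues or between time points, by a limma contrast with an adjusted p under 0.05. The test on dim probes was set before its result was seen, and its split into probes well above background and others was made afterwards. The test on a single deviating array, a count with each array of the contrast left out in turn, was also set before its result was seen. A count under 10% of the full one was to speak for a deviating array, and at least 50% without every array was to speak against it. After its result was seen, the correlation between the contrasts of the replicates and that between replicates within a group were tried in its place. Neither is used against a deviating array, since a strong response can carry both. Leaving out an array also removes precision, so a low count does not by itself point to that array. The test on a dye effect that differs between slides was chosen after the results were seen. Each group lies on 1 slide with both dye orientations, so such an effect would give its replicates opposite signs. A high positive correlation between replicates is taken to argue against it as the whole cause, but not to exclude a part. A low or negative correlation leaves it open. The plants that gave both leaf and root were added as a block after the results were seen. All correlations are across probes, which are not replicates.

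After 6 days without irrigation, 1553 probes responded differently in leaf and root, 798 higher and 755 lower in leaf relative to root. Dim probes in 1 tissue are argued against as the whole cause, since 58.8% of them (913 probes) were well above background in both channels of all 4 arrays. For the other 41.2% (640 probes) they stay open. With all 24 channels required to be well above background, 671 probes differed. The within-group correlations were 0.798 in leaf and 0.773 in root. These correlations argue against a dye effect that differs between slides as the whole cause. With the replicate number as a block, 1823 probes differed, 1513 of them shared with the 1553. This block is 1 term for all slides, so it cannot test such an effect. A dye effect that differs between the arrays of a group stays open. With each of the 4 arrays left out, 701, 622, 497 and 791 probes were past the threshold, the lowest, without replicate 1 of root, being 32% of the full count, so a deviating array stays open. Without replicate 2 of root 365 were higher and 426 lower in leaf relative to root. With the plants as a block, 1147 probes were past the threshold, 1037 of them shared with the 1553. Leaf and root at 6 days lie on different slides, so an effect of the slide on the ratios that is alike in both dye orientations cannot be told apart from the tissue. A candidate explanation is that the tissues differ in their response to the stress, as a hypothesis found and tested on the same data. Among the probes named by the rule, SCRFRZ3055F03.g, annotated as a plantacyanin precursor, had a difference of 5.60 (limma adjusted p = 0.000223).

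After 4 days, 10 probes responded differently in leaf and root, 2 higher and 8 lower in leaf relative to root. The lower of the within-group correlations was -0.132, in leaf, which leaves open a dye effect that differs between slides. The count falls below the limit for a deviating array, but without each array alike, so it points to none of them. With any of the 4 arrays left out, 0 probes were past the threshold in limma, against 1049 with an unadjusted p under 0.05 in the full set. With the plants as a block there were also 0, against 982. The rule like HT-self was not applied to differences. SCEQLB1067C03.g, listed under the pentose phosphate pathway, had a difference of -3.15 (limma adjusted p = 0.0138). A difference between the tissues stays open.

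In leaf, 685 probes differed between 6 and 4 days, 377 higher and 308 lower at 6 days. These 4 arrays share a slide, so an effect of the slide has no part in the contrast. A deviating array stays open, since the lowest count with an array left out was 34.3% of the full one, and the replicates at 4 days had r = -0.132. The count was 977 without replicate 1 at 4 days, 285 without replicate 2 at 4 days, and 272 and 235 without replicate 1 and replicate 2 at 6 days. Without replicate 1 at 4 days, 440 were higher and 537 lower at 6 days. The count was 441 with the plants as a block. A stronger response to longer stress stays open as well, as a hypothesis.

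In leaf, 1597 probes differed between re-watering and 6 days, 865 higher and 732 lower after re-watering. The within-group correlations were 0.798 at 6 days and 0.651 after re-watering. These correlations argue against a dye effect that differs between slides as the whole cause. With the replicate number as a block, 1876 probes differed, 1569 of them shared with the 1597. This block is 1 term for all slides, so it cannot test such an effect. A dye effect that differs between the arrays of a group stays open. A deviating array also stays open, since the lowest count with an array left out was 39.6% of the full one. The counts without each array were 987 and 783 for the 6-day arrays and 633 and 806 for the re-watering arrays, and without replicate 2 at 6 days 391 were higher and 392 lower. With the plants as a block 1198 probes differed, 1079 of them shared with the 1597. The groups lie on different slides, so an effect of the slide alike in both dye orientations cannot be told apart from the time point. A candidate explanation is a return from the state of stress after re-watering, as a hypothesis.

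In root, 119 probes differed between 6 and 4 days, 18 higher and 101 lower at 6 days. The lower of the within-group correlations was 0.36, at 4 days, which leaves open a dye effect that differs between slides. The lowest count, 6.72% of the full one without replicate 1 at 6 days, is under the limit for a deviating array. The count was far from stable, with 13 probes without replicate 1 and 252 without replicate 2 at 4 days, and 8 and 21 without replicate 1 and replicate 2 at 6 days. Of the 21, 13 were higher and 8 lower, the reverse of the full set. With the plants as a block limma found 0, against 1662 with an unadjusted p under 0.05 in that fit. These groups also lie on different slides, and an effect of the slide alike in both dye orientations cannot be told apart from the time point. The length of the stress stays open as well, as a hypothesis.

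In root, 41 probes differed between re-watering and 6 days, 20 higher and 21 lower after re-watering. The lowest count, 9.76% of the full one without replicate 1 at 6 days, is under the limit for a deviating array, and the replicates of re-watering had r = 0.078. The count was 4 and 42 without replicate 1 and replicate 2 at 6 days, and 168 and 59 without replicate 1 and replicate 2 of re-watering. Of the 42, 8 were higher and 34 lower, and of the 168, 146 were higher and 22 lower. The count was 2 with the plants as a block. These 4 arrays share a slide, so an effect of the slide has no part in it. The re-watering stays open as an explanation.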

How the results depend on the processing

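Chosen after seeing the data were 3 alternatives, median centring with the replicate number as a block, the deposited log2 ratios with the replicate number as a block, and loess with the plants that gave both leaf and root as a block. The others were planned. Where no cause is given for a change below, the cause was not tested. Counts are numbers of differentially expressed probes, and a count is taken as stable when it lies within 1.5 times of the count given at the claim. They say nothing on which probes were shared.

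Aquantile after loess changes the intensities but not the ratios, and it left all counts as they were. No background correction gave 5 probes for leaf against root after re-watering, where limma otherwise found 0 with 1544 at an unadjusted p under 0.05, and 284 for root at 6 against 4 days and 81 for root re-watering against 6 days. Without the filter on dim probes there were 6 for leaf against root after re-watering and 53 for root at 6 against 4 days. With a change of at least 2-fold, the mean over leaf and root at 4 and 6 days, 1984 probes otherwise, held 389. The other counts were stable under these alternatives.

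The replicate number as a block gave 204 probes in leaves after re-watering and 15 for leaf against root after re-watering. It brought glutamine synthetase in leaves after 6 days past the threshold and changed no other call of a named probe and no other count by more than 1.5 times. The plants as a block, over the probes measured on all arrays, gave 0 probes in leaves and 101 in roots after 4 days, 22 in leaves after re-watering, 0 for leaf against root at 4 days, 441 for leaf at 6 against 4 days, 0 for root at 6 against 4 days and 2 for root re-watering against 6 days. The counts of 0 stand against 683, 982 and 1662 probes with an unadjusted p under 0.05 in the same limma fit. The 60S ribosomal protein L17 in re-watered leaves was no longer past the threshold, and the other counts and calls of named probes measured on all arrays were stable. This fit has 3 residual degrees of freedom in place of 6.

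Feature Extraction's processed signals gave 44 probes in leaves after 4 days, 145 in roots after 4 days, 2 in roots after re-watering, 2 for leaf against root after re-watering and 303 for root at 6 against 4 days. The intensity trend with robust estimation gave 29 in roots after re-watering, 25 for leaf against root at 4 days, 11 for leaf against root after re-watering, 330 for root at 6 against 4 days and 74 for root re-watering against 6 days.

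Median centring in place of loess left 1 probe in roots after 6 days, 2 in the mean over leaf and root at 4 and 6 days, 1 probe and 1 SAS in total, and 0 in every other comparison. With the replicate number as a block it gave 299 in leaves and 163 in roots after 6 days, 2 in roots after 4 days, 217 for leaf against root at 6 days, 3 for leaf at 6 against 4 days, 45 for leaf re-watering against 6 days, 113 in the mean, and 449 probes and 447 SAS in total, with 0 in the other comparisons. The deposited log2 ratios gave 5 in leaves and 7 in roots after 6 days, 2 in roots after 4 days, 8 in the mean, and 11 probes and 11 SAS in total, with 0 elsewhere. With the replicate number as a block they gave 581 and 196 in leaves and roots after 6 days, 7 in roots after 4 days, 1 in leaves after re-watering, 64 for leaf against root at 6 days, 8 for leaf at 6 against 4 days, 171 for leaf re-watering against 6 days, 300 in the mean, and 756 probes and 751 SAS in total, with 0 elsewhere. For these counts of 0, limma found between 702 and 3622 probes at an unadjusted p under 0.05 in the 6 comparisons with loess.

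Requiring all 24 channels to be well above background leaves 4432 probes in the test. It gave 7 in leaves after 4 days, 1268 in leaves and 180 in roots after 6 days, 69 in roots after 4 days, 0 in roots after re-watering, 3 and 671 for leaf against root at 4 and 6 days, 370 for leaf at 6 against 4 days, 929 for leaf re-watering against 6 days, 1 for root at 6 against 4 days, 2 for root re-watering against 6 days, 818 in the mean, and 1413 probes of 1411 SAS in total. An adjusted p under 0.01 is stricter by construction. It gave 4, 1228 and 35 in leaves after 4 days, 6 days and re-watering, 66 and 320 in roots after 4 and 6 days, 0 and 572 for leaf against root at 4 and 6 days, 193 for leaf at 6 against 4 days, 747 for leaf re-watering against 6 days, 9 for root at 6 against 4 days, 6 for root re-watering against 6 days, 866 in the mean, and 1518 probes of 1512 SAS in total.

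With array weights, from 0.583 to 2.29 and equal for the 2 arrays of a group, there were 7 probes in leaves after 4 days, 1470 in leaves after re-watering, 63 and 2313 in roots after 4 and 6 days, 0 and 2536 for leaf against root at 4 and 6 days, 2683 for leaf re-watering against 6 days, 192 for root at 6 against 4 days, and 5214 probes of 5140 SAS in total. The rule like HT-self gave 149 in leaves after 4 days, 1797 in leaves after re-watering, 577 and 2183 in roots after 4 and 6 days, 102 in roots after re-watering, and 5405 probes of 5307 SAS in total. It has no form for differences between groups. With the arrays of 1 tissue only in the fit, there were 0 in leaves after 4 days, 0 in leaves after re-watering, 0 in roots after 4 days, 203 in roots after 6 days, 0 in roots after re-watering, 1 for root at 6 against 4 days and 0 for root re-watering against 6 days. Fewer arrays then estimate the spread, and contrasts between tissues cannot be made.

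With each array left out in turn, the counts ranged from 8 to 25 in leaves after 4 days, 984 to 2496 after 6 days and 0 to 289 after re-watering, the 0 without replicate 1 of that group. In roots they ranged from 18 to 396 after 4 days, 142 to 1517 after 6 days and 0 to 763 after re-watering, the highest without replicate 2 of that group. For leaf against root they ranged from 0 to 20 at 4 days, 497 to 1914 at 6 days and 0 to 585 after re-watering. They ranged from 235 to 977 for leaf at 6 against 4 days, 633 to 1806 for leaf re-watering against 6 days, 8 to 621 for root at 6 against 4 days, 4 to 168 for root re-watering against 6 days, and 1141 to 2293 in the mean. In total there were 1821 to 3824 probes, of 1814 to 3782 SAS.

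The share of probes that were higher moved by over 10 points under other scalings. With the processed signals, 30 of 44 were higher in leaves after 4 days (68.2% against 33.3%), 43 of 55 for root re-watering against 6 days (78.2% against 48.8%) and 4 of 11 for leaf against root at 4 days (36.4% against 20%). With the deposited log2 ratios, all 5 were higher in leaves after 6 days (100% against 48%), both in roots after 4 days (100% against 77.4%) and all 8 in the mean (100% against 51.1%). Under median centring both were higher in the mean (100% against 51.1%), and the single probe in roots after 6 days was lower (0% against 40.2%). With the block added to median centring, 246 of 299 were higher in leaves after 6 days (82.3% against 48%), 11 of 163 in roots after 6 days (6.75% against 40.2%), 2 of 2 in roots after 4 days (100% against 77.4%), 210 of 217 for leaf against root at 6 days (96.8% against 51.4%), 3 of 3 for leaf at 6 against 4 days (100% against 55%), 13 of 45 for leaf re-watering against 6 days (28.9% against 54.2%) and 76 of 113 in the mean (67.3%). With the block added to the deposited log2 ratios, 1 of 1 was higher in leaves after re-watering (100% against 73.3%), 7 of 7 in roots after 4 days (100%), 59 of 196 in roots after 6 days (30.1%), 51 of 64 for leaf against root at 6 days (79.7%), 7 of 8 for leaf at 6 against 4 days (87.5%) and 209 of 300 in the mean (69.7%). The majority also changed sides by over 10 points under other alternatives. With all 24 channels well above background, 4 of 7 were higher in leaves after 4 days (57.1%), 104 of 180 in roots after 6 days (57.8%) and 1 of 1 for root at 6 against 4 days. With the arrays of 1 tissue, 103 of 203 were higher in roots after 6 days (50.7%) and 1 of 1 for root at 6 against 4 days. By the rule like HT-self, 84 of 149 were higher in leaves after 4 days (56.4%), 873 of 1797 in leaves after re-watering (48.6%) and 60 of 102 in roots after re-watering (58.8%). Without replicate 2 of root at 6 days, 244 of 373 were higher in roots after 6 days (65.4%) and 13 of 21 for root at 6 against 4 days (61.9% against 15.1%). Without replicate 1 of root re-watering, 146 of 168 were higher for root re-watering against 6 days (86.9%).

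Over all probes in place of those kept, the correlation of the replicates across probes was 0.786 and 0.762 in leaves and roots after 6 days, 0.614 in leaves after re-watering and 0.343 in roots after 4 days. The signals as scanned gave 2656 probes with a coefficient of variation above 120%. The numbers of detected probes and SAS were stable under both other flags and with each array left out.

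For the 46 results on named probes, 1304 comparisons with 29 alternatives were made. In 1156 the direction and the side of the threshold were kept, in 109 the value was no longer past the threshold, in 16 it newly was, and in 23 the sign was reversed. Of the 20 results past the threshold, 19 were lost under median centring and the other, the 30S ribosomal protein S1 in leaves after re-watering, reversed to -0.083. With the deposited log2 ratios 18 were lost. The VQ motif-containing SAS reversed to -0.48 in roots after 6 days under median centring, with and without the block. With arrays left out it ranged from -0.23 to 1.83 in leaves and from -0.25 to 0.78 in roots after 4 days. The protein phosphatase 2C in roots after 6 days reversed to -0.83 under median centring and -0.17 with the deposited log2 ratios, each with and without the block. With arrays left out it ranged from -0.21 to 0.37 there and from -1.08 to 0.058 in leaves. The cyclin in roots after re-watering was at -0.0012 under median centring and at -0.12 with the deposited log2 ratios, each with and without the block. The nitrate reductase in leaves after 6 days reversed to -0.043 with the processed signals and ranged from -0.066 to 0.14 with arrays left out, and in roots from -0.55 to 0.17. Heat shock protein 90 in re-watered leaves reversed to 0.047 with the processed signals. With arrays left out, the small heat shock protein ranged from -0.067 to 0.85 in re-watered leaves. In re-watered roots, the class I heat shock protein ranged from -0.49 to 0.033, the cell division cycle 5-related protein from -0.034 to 0.059 and the cell division FtsH from -0.10 to 0.31.

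The slide as a random block was not run, because each group lies on 1 slide and the block is already contained in the groups. Tests of gene sets and their alternatives were not run, because the annotation at hand is a part of the table. The median Cy5 signal of an array was 44.8 to 61.6 over a median background of 38 to 41, so ratios of weak probes rest on signals close to the background.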

Differences from the paper's values

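The paper selected transcripts with a coefficient of variation above 120 among all its samples and conditions and gives 4539 for the clustering, and over the 12 arrays here 483 probes had one. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. All probes without the filter gave 483, the signals as scanned 2656, loess with Aquantile 404, and the arrays of 4 and 6 days alone 469.

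For differentially expressed genes of the greenhouse-grown cultivar in leaf and root, about 430 can be read in Figure 1 of the paper, read by eye, and 3140 SAS were differentially expressed here. Each alternative set before the data were examined also differed. Median centring gave 1 SAS and the deposited log2 ratios 11, and every other one gave 1411 or more. Median centring with the replicate number as a block gave 447, the setting under which the value falls within 1.5 times of the paper's number, and it was chosen after seeing the values. The deposited log2 ratios with the replicate number as a block and loess with the plants as a block, also chosen after seeing the values, gave 751 and 2407.

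The paper states that nitrate reductase and glutamine synthetase were induced after 6 days. Its summary credits the induction of nitrogen assimilation enzymes to RNA-seq, which was not analysed here. The text of the paper names no SAS for these enzymes, so the probes here need not be the transcripts it means. The 1 probe of each at hand had a log2 ratio of 0.038 and 0.79 in leaves and of -0.19 and -0.52 in roots, and neither was differentially expressed. The glutamine synthetase was differentially expressed in leaves without background correction, with the processed signals of Feature Extraction, with the replicate number as a block, with leaf arrays only, with array weights, with the rule like HT-self, and without either replicate of root re-watering.

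For heat shock proteins, the paper states a rise in leaves and roots in its account of re-watering. Part of the evidence cited there is RNA-seq, which it ran only after 6 days without irrigation and which was not analysed here. After 6 days, 1 of the 3 probes at hand was differentially expressed in each tissue, and it was higher, with the limits given above. After re-watering, 1 of the 3 was lower in leaves and the other 2 have no direction there, being close to background. In roots 2 were higher and 1 was lower, with 0 differentially expressed in limma in either tissue. The small heat shock protein SCCCCL4005G05.g was past the threshold in roots under the rule like HT-self, and the lower value of SCBFST3135B05.g in leaves under that rule and with array weights.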

Other observations

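The tests of a dye bias and of the sense signal in antisense probes were set before their results were seen, and the tests on weak hybridization, swapped labels, mislabelling and the state of the plants were chosen afterwards. All correlations and slopes are across probes, which are not replicates.

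In leaves after 4 days, the log2 ratios of the replicates did not move together, with r = -0.132 and 40.9% of probes with the same sign. Weak hybridization is argued against, because the lower of the 2 arrays had 6209 probes well above background in both channels, more than the 5652 of the weakest other leaf array. A dye bias stays open, since the difference between the replicates followed the mean difference of the other groups with r = 0.266, between the limits of 0.2 and 0.5 set for the test. Replicates 1 and 2 had r = 0.524 and 0.306 with the 6-day leaf array of their own dye orientation. With the 6-day leaf array of the opposite orientation they had 0.253 and -0.027. Swapped labels of replicate 2 also stay open, since its correlation with the mean response at 6 days was 0.15, positive but small. Replicate 2 was also negatively related to the arrays of leaf re-watering, with r = -0.561 and -0.387. A milder stress of the replicate 2 plants cannot be told apart from chance with 1 array per slope. The slope on the 6-day response was 0.205 and 0.117 in the leaves of replicates 1 and 2, but 0.214 and 0.333 in the roots of the same plants.

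In roots after re-watering, replicate 1 resembled the roots after 6 days and replicate 2 less so. A mislabelled 6-day sample stays open. The highest correlation of replicate 1 with a 6-day array was 0.637, below the 0.773 between the 6-day arrays but above the 0.078 with its own replicate. That array has the same dye orientation, and the 6-day array with the opposite orientation gave 0.486. A limit of 0.1 below the 6-day pair, used first, would have excluded a mislabelled sample. Replicates of the same group ranged from -0.132 to 0.798, too widely for that limit. A dye bias stays open too, with r = 0.191. The limit of 0.2 set for the test would have excluded it, but the value is positive, has no spread and lies close to the 0.266 of leaves after 4 days. Plants that had recovered less stay open. The slope on the 6-day response was 0.516 and 0.197 in the roots of replicates 1 and 2, and -0.0738 and -0.0175 in their leaves, each from 1 array. Only GS1_SS_12123_03618 was differentially expressed in this group, with a log2 ratio of -4.90 (limma adjusted p = 0.00547). It was not past the threshold without replicate 1, with root arrays only, after median centring or with the deposited log2 ratios, and 1 irrigated array was saturated.

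In leaves after 6 days, 67 antisense probes were differentially expressed, 36 higher and 31 lower. Of the 49 with a tested sense probe of the same SAS, 25 had a sense probe differentially expressed in the same direction, 1 in the opposite direction and 23 had one that was not differentially expressed. Signal of the sense transcript in the antisense probe is a candidate explanation that the test did not decide, since the antisense ratios followed the sense ratios with r = 0.429 over 558 SAS, between the limits of 0.2 and 0.5. Antisense transcription that changes with the stress stays open as well.

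Median centring in place of loess left 1 differentially expressed probe. A dye bias that varies with intensity was tested by adding the replicate number, here the orientation of the dyes, to the model. The number rose to 449, between the limits set for the test, so the test did not decide. The block is 1 term per probe for all arrays, so it cannot remove a trend with intensity that differs between arrays. After median centring, 8024 of 11976 probes differed between the replicates, against 0 after loess. The ratio of the dyes then followed intensity, with Spearman correlations from -0.909 to 0.111 by array. A dye bias was thus present after median centring, but how much of the drop it explains stays open. No biological explanation was tested for this pattern.

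The keyword lists fixed beforehand that matched no tested sense probe were those for aquaporins, expansins, raffinose and stachyose, dehydrins, glutamate catabolism and proline synthesis. The list for WRKY factors matched 3 probes, of which 1 was differentially expressed, SCCCLR1C04F11.g (probe GS1_SS_16337_17285), named here after its values were seen. It was higher in leaves after 6 days with a log2 ratio of 1.89 (standard error 0.28, limma adjusted p = 0.00166). The single probes for histones and trehalose were not differentially expressed in any of the 6 comparisons, with log2 ratios from -0.33 to 0.17 and from -0.03 to 1.07.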
